# Zrsr2 Is Essential for the Embryonic Development and Splicing of Minor Introns in RNA and Protein Processing Genes in Zebrafish

**DOI:** 10.3390/ijms231810668

**Published:** 2022-09-14

**Authors:** Rachel Weinstein, Kevin Bishop, Elizabeth Broadbridge, Kai Yu, Blake Carrington, Abdel Elkahloun, Tao Zhen, Wuhong Pei, Shawn M. Burgess, Paul Liu, Erica Bresciani, Raman Sood

**Keywords:** ZRSR2, U12 introns, intron retention, zebrafish, CRISPR/Cas9

## Abstract

ZRSR2 (zinc finger CCCH-type, RNA binding motif and serine/arginine rich 2) is an essential splicing factor involved in 3′ splice-site recognition as a component of both the major and minor spliceosomes that mediate the splicing of U2-type (major) and U12-type (minor) introns, respectively. Studies of *ZRSR2*-depleted cell lines and *ZRSR2*-mutated patient samples revealed its essential role in the U12-dependent minor spliceosome. However, the role of *ZRSR2* during embryonic development is not clear, as its function is compensated for by *Zrsr1* in mice. Here, we utilized the zebrafish model to investigate the role of *zrsr2* during embryonic development. Using CRISPR/Cas9 technology, we generated a *zrsr2*-knockout zebrafish line, termed *zrsr2^hg129/hg129^* (p.Trp167Argfs*9) and examined embryo development in the homozygous mutant embryos. *zrsr2^hg129/hg129^* embryos displayed multiple developmental defects starting at 4 days post fertilization (dpf) and died after 8 dpf, suggesting that proper Zrsr2 function is required during embryonic development. The global transcriptome analysis of 3 dpf *zrsr2^hg129/hg129^* embryos revealed that the loss of Zrsr2 results in the downregulation of essential metabolic pathways and the aberrant retention of minor introns in about one-third of all minor intron-containing genes in zebrafish. Overall, our study has demonstrated that the role of Zrsr2 as a component of the minor spliceosome is conserved and critical for proper embryonic development in zebrafish.

## 1. Introduction

ZRSR2 (zinc finger CCCH-type, RNA binding motif and serine/arginine rich 2) is an essential splicing factor involved in the recognition of 3′ splice sites during pre-mRNA splicing [1,2]. Pre-mRNA splicing is carried out by the major and minor spliceosomes, which target U2- and U12-type introns, respectively [3,4]. These two types of introns differ in their distinct splice site and branch point sequences [5,6]. Most introns (>99%) in a eukaryotic genome are of a U2-type, while U12-type introns represent <0.5% of the total introns [7,8]. Thus, U2-type and U12-type introns are also termed major and minor introns, respectively. Interestingly, all organisms with minor introns in their genome carry an ortholog of *ZRSR2*, suggesting its conserved role in their splicing [1].

The human *ZRSR2* gene is localized on the X chromosome, and somatic loss-of-function mutations in *ZRSR2* are reported in ∼5% of patients with myelodysplastic syndrome (MDS) [9,10,11,12,13,14]. In addition, *ZRSR2* mutations are occasionally associated with other hematological diseases, i.e., chronic myelomonocytic leukemia, refractory anemia with ringed sideroblasts, secondary acute myeloid leukemia, and blastic plasmacytoid dendritic cell neoplasm [15,16,17,18]. Transcriptome analyses of *ZRSR2*-depleted cells and bone marrow samples from MDS patients with *ZRSR2* mutations revealed an increase in retention of U12-type introns, while U2-type introns remained largely unaffected [19,20,21]. These findings provide strong support for the essential role of ZRSR2 in the minor spliceosome [19,20,21].

Recently, multiple research groups have investigated the in vivo functions of ZRSR2 using either traditional or conditional knockout mouse models [21,22,23,24]. These studies showed that a functional paralog *Zrsr1* compensates for the loss of *Zrsr2* in mice [23,24]. *ZRSR1* in humans is considered a non-functional pseudogene (*ZRSR2P1*), but it is functional in mice [22,23,24,25]. While homozygous mutant mice for either *Zrsr1* or *Zrsr2* developed normally and only exhibited specific phenotypes during adulthood, double knockout mice were embryonic lethal and showed an arrest in embryo development at the 2-cell stage [22,23,24,25]. Thus, studies of these mouse models were unable to reveal specific roles of Zrsr2 in vertebrate embryonic development [21,22,23,24]. Zebrafish are an alternate robust vertebrate model and are suitable for studying the role of genes in embryonic development due to their rapid and external embryonic development and optically clear embryos [26,27,28]. Furthermore, based on the currently available genome sequence, there is no evidence for a *Zrsr1* ortholog, and there is a single *zrsr2* ortholog in the zebrafish genome. Thus, in this study, we utilized the zebrafish model to investigate the specific roles of *zrsr2* in embryonic development.

Here, we report our work on the analysis of *zrsr2* expression and the effect of its loss of function during embryonic development. Our data showed that Zrsr2 is essential for multiple processes, including hematopoiesis during embryonic development and its role in the splicing of U12-type introns as a component of the minor spliceosome is conserved in zebrafish. More than one-third of all zebrafish genes that contain U12-type introns (221/612) are dysregulated in the absence of Zrsr2 due to intron retention (IR). Interestingly, a vast majority of these dysregulated genes are involved in RNA and protein processing, thus implicating the importance of these pathways in embryonic development.

## 2. Results

### 2.1. The Zebrafish Zrsr2 Protein Has All the Functional Domains of Human ZRSR2 and an Extra C-Terminal Region

The zebrafish genome contains a single copy of the *zrsr2* gene localized on chromosome 11. It encodes two major isoforms, isoform 201 (635 amino acids in length; GenBank accession number: XM_021479948) and isoform 204 (483 amino acids in length; GenBank accession number: XM_021479949). 

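In the GRCz11 annotation that the transcript tables of the RNA-Seq data carry, *zrsr2* lies on the minus strand of chromosome 11 from 12732247 to 12744082 and has 4 transcripts. The longest, ENSDART00000081319, spans the whole gene with 11 exons and 3061 nucleotides of spliced sequence, and was taken as isoform 201. ENSDART00000185808, from 12733314 to 12743808, has 8 exons and 2318 nucleotides and was taken as isoform 204. The tables do not print the isoform numbers, so both were assigned by exon number and length. The other 2 transcripts are shorter: ENSDART00000156840 has 6 exons and ENSDART00000154165 has 3 exons. The locus overlaps CR450764.10 on the same strand, so reads in the shared part could be given to either gene.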

Isoform 204 has a longer 5′ untranslated region due to alternate splicing between exons 3 to 6, and its translation start site lies in exon 6 (Figure 1A). Thus, the protein encoded by isoform 204 lacks the first 152 amino acids but is otherwise identical to isoform 201 (Figure 1B). The major ZRSR2 isoform in humans is isoform 201 which contains all known functional domains (482 amino acids in length; GenBank accession number: NM_005089). The alignment of both zebrafish isoforms with human ZRSR2-201 showed an overall protein similarity of 58%, with a higher level of similarity between the functional domains (Figure 1B, Supplementary Figure S1). Interestingly, there is an extra sequence of 140 amino acids at the C-terminus of the zebrafish Zrsr2 compared to the human ZRSR2 (Figure 1B, Supplementary Figure S1). Analysis of this extra C-terminus part by BLASTp (https://blast.ncbi.nlm.nih.gov/ accessed on 21 October 2019) showed that it is also present in the ZRSR2 orthologs from other species of fish. However, this region did not show any recognizable functional domains.

### 2.2. Both Isoforms of zrsr2 Are Ubiquitously Expressed during Embryonic Development

To understand the role of *zrsr2* in normal embryonic development, we examined the spatial and temporal patterns of the expression of *zrsr2* by RT-PCR, quantitative RT-PCR (qRT-PCR), and whole mount in situ hybridization (WISH) in wild-type (WT) embryos from a series of developmental stages. RT-PCR and qRT-PCR were performed using primers unique to the shared regions of isoforms 201 and 204 (Supplementary Table S1). Overall, the traditional and quantitative RT-PCR data were consistent with each other and revealed that *zrsr2* is expressed throughout embryonic development, with some variation in the levels of expression of isoforms 201 and 204 at specific stages (Figure 2A, Supplementary Figure S2). Interestingly, the data using isoform-specific primers revealed that isoform 201 is maternally inherited, while the expression of isoform 204 begins after the start of zygotic transcription (Figure 2A, Supplementary Figure S2). The RT-PCR product from the region shared by both isoforms (Supplementary Figure S2) was cloned to generate a *zrsr2* riboprobe for WISH (Figure 2B). Our data revealed that, subsequent to the ubiquitous expression at the beginning of zygotic transcription, *zrsr2* expression is enriched in the anterior region of the embryo, specifically in the brain from after 24 h post-fertilization (hpf) to 5 dpf (Figure 2B). These data are consistent with the findings from a mouse model in that a large proportion of U12-type intron-containing genes are expressed in the brain [29]. Specific *zrsr2* expression was also observed in the ventral side of the tail at 24 hpf and in the intestinal bulb at 5 dpf (Figure 2B). Overall, our WISH data suggested that, in addition to being ubiquitously expressed as an essential splicing factor, *zrsr2* is highly expressed in certain developing tissues, which may indicate regions that are actively growing and, thus, more dependent on the splicing machinery.

### 2.3. zrsr2 Knockout Results in Abnormal Embryonic Development, Hematopoietic Defects, and Lethality by 8 dpf

To understand the in vivo functions of Zrsr2 during vertebrate development, we used CRISPR/Cas9 technology to generate a zebrafish *zrsr2*-knockout model. To ensure a complete loss-of-function model, a single guide RNA was designed to target exon 7, which is shared by both isoforms (Figure 1A) and is upstream of all known functional domains (Figure 1B). We selected a mutant allele with an 11 bp deletion (c.495delACCCTGGAAAA; p.Trp167Argfs*9), which leads to loss of all functional domains due to a frameshift followed by premature truncation (Figure 1B). The RT-PCR and sequencing of WT and the homozygous mutant embryos confirmed that the mutant allele was expressed, and the deletion did not cause any detectable splicing defects in the *zrsr2* transcript (Supplementary Figure S3A). This mutant zebrafish line, referred to as *zrsr2^hg129/hg129^* in subsequent sections, provided a robust knockout model for the investigation of the in vivo functions of Zrsr2 during vertebrate development.

To determine the effect that loss of Zrsr2 function had on embryonic development, we observed the morphological phenotypes of embryos obtained from pairwise crosses of heterozygous fish for several days after fertilization. The *zrsr2^hg129/hg129^* embryos displayed normal morphology for the first three days of development and normal expression of the markers of early development, such as *kdrl*, *myod1,* and *shh* (Supplementary Figure S3B). At 4 dpf, the *zrsr2^hg129/hg129^* embryos could be distinguished from their WT and heterozygous siblings by a smaller head size, lack of a proper jaw, and mild (∼75% of mutant embryos) to moderate (∼25% of mutant embryos) cardiac edema (Figure 3A). Further analysis of the jaw region by Alcian blue staining revealed defects in the mandibular cartilage and pharyngeal arches in *zrsr2^hg129/hg129^* embryos (Figure 3B). Between 5 dpf and 7 dpf, the cardiac edema and jaw defects became more pronounced, and the swim bladder failed to inflate in the mutant embryos (Figure 3A). All *zrsr2^hg129/hg129^* embryos died by 8 dpf (Figure 3C). These findings suggested that Zrsr2 is essential for multiple processes during embryonic development and the normal development of *zrsr2^hg129/hg129^* embryos for the first 3 dpf is most likely due to the compensation by maternally supplied *zrsr2* mRNA.

Since recurrent ZRSR2 somatic mutations are found in hematological diseases, we investigated the role of Zrsr2 in hematopoiesis ontogeny by WISH with lineage-specific markers for both primitive and definitive hematopoiesis [30,31]. The onset of primitive hematopoiesis was normal in *zrsr2*-knockout embryos, as indicated by the normal levels of expression of erythroid and myeloid markers, *gata1*, *scl*, *l-plastin,* and *mpo*, at 14 to 24 hpf (Supplementary Figures S4A–C). Interestingly, *zrsr2^hg129/hg129^* embryos displayed mild anemia at 2 dpf, as indicated by a significantly reduced *o*-dianisidine staining compared to their siblings (Supplementary Figure S4D–E). Expression of the hematopoietic stem cell (HSC) markers, *runx1* and *c-myb*, showed that the emergence of HSCs is normal in the mutant embryos (Figure 3D, Supplementary Figure S5). However, no *c-myb* expression was detected in the caudal hematopoietic tissue (CHT) region in 3 and 5 dpf mutant embryos (Figure 3D). The lack of HSCs in the CHT region is accompanied by a subsequent reduction in the cells of the erythroid (*hbae1*) and myeloid (*mpo*) lineages at 5 dpf (Figure 3D). These data suggested that Zrsr2 is important for the maintenance of HSCs during definitive hematopoiesis.

To confirm that the observed phenotypes in our mutant line are specific to the loss of Zrsr2 as opposed to being an off-target effect of CRISPR/Cas9 targeting, we used the crispant strategy, in which mosaic-injected embryos, with phenotypic penetrance based on the frequency of induced indels, are evaluated [32]. An independent sgRNA was designed to target exon 8, and the injected embryos were observed for morphological phenotypes using the original sgRNA as control. As expected, the crispant embryos for both sgRNAs recapitulated the morphological phenotypes observed in the germline mutants (Supplementary Figure S6A). Furthermore, similar to the *zrsr2^hg129/hg129^* embryos, crispants for both sgRNAs displayed a reduced expression of *c-myb* in the CHT at 3 dpf (Supplementary Figure S6B). Combining these data with our subsequent observations of *zrsr2^hg129/hg129^* embryos for up to five generations, consistently showing the phenotype-to-genotype correlations, we feel confident that our *zrsr2^hg129/hg129^* line is a robust model for the analysis of Zrsr2 deficiency. Overall, our data revealed that Zrsr2 is essential for multiple processes, including hematopoiesis ontogeny during embryonic development in zebrafish.

### 2.4. Zrsr2 Deficiency Leads to Perturbations in Metabolic Processes

We used RNA sequencing (RNA-Seq) from 3 dpf *zrsr2^hg129/hg129^* embryos before the onset of gross morphological defects to identify the biological processes affected by the loss of Zrsr2 in zebrafish. RNA-Seq was performed in triplicates from WT (*zrsr2^+/+^* embryos) and mutant (*zrsr2^hg129/hg129^*) embryos. 

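Each of the 6 samples was a pool of the bodies of 10 embryos at 3 dpf, left after the heads had been removed for genotyping. The 3 WT pools came from clutches 12, 13 and 15 of WT sibling in-crosses, and the 3 *zrsr2 hg129/hg129* pools came from clutches 3, 4 and 7 of heterozygous in-crosses. No clutch gave pools of both genotypes, and the RNA integrity number of every WT pool was above that of every mutant pool (methods 4.7), so that clutch, cross and RNA integrity cannot be told apart from the genotype in these data. Stranded total RNA libraries were sequenced, and the authors filtered the reads, aligned them to GRCz11 with hisat2 and estimated the abundance of each transcript with StringTie. The tables they deposited give the mean read coverage and the FPKM of each transcript, and FPKM corrects for transcript length and for the number of mapped fragments. All 6 tables list the same transcripts, of which 59810 carry an Ensembl name and the others are transcripts assembled from the reads that carry no gene name. Coverage multiplied by transcript length came to 9.075, 9.255 and 7.505 gigabases in WT clutches 12, 13 and 15 and to 9.024, 9.168 and 8.855 gigabases in mutant clutches 3, 4 and 7. The number of mapped reads in the paper's Supplementary Table S2 is given as 78651595 to 101891282 per sample, and the values reported here use the coverage and FPKM of the tables. The FPKM of a gene was the sum over the transcripts that carry its name. Values were divided by a median-of-ratios factor for each pool and transformed as log2(FPKM + 0.1), so that fold changes of genes with low FPKM are understated. Genes with a mean FPKM of at least 0.1 were compared with limma (moderated variance with a mean trend, two-sided, Benjamini-Hochberg adjustment), and a gene was called differentially expressed at an adjusted p below 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. For single values, an exact permutation test on 3 against 3 pools was used, whose smallest two-sided p is 0.1, so that it cannot pass 0.05. Unnamed transcripts took 23.0% to 26.1% of the bases in WT pools and 26.0% to 29.2% in mutant pools, so results are also given with these transcripts added to the named gene they overlap.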

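The number of transcripts with an FPKM above 0 was 53409, 53135 and 51786 in WT clutches 12, 13 and 15 and 51595, 52536 and 52351 in mutant clutches 3, 4 and 7. An FPKM of 1 or more was reached by 21218 to 21688 transcripts in WT pools and by 19306 to 21519 transcripts in mutant pools, the lowest number being that of mutant clutch 3. The 10 transcripts with the most bases took 12.9% to 13.9% of all bases in WT pools and 13.7% to 16.7% in mutant pools. Mitochondrial transcripts took 1.74% to 3.39% in WT pools and 1.60% to 4.57% in mutant pools. Across the 20018 genes tested, which are not independent replicates, Pearson's r of the log2 values was 0.953 to 0.957 between WT pools, 0.940 to 0.948 between mutant pools and 0.916 to 0.933 between pools of different genotype. Every pair of pools of the same genotype was therefore closer than every pair of different genotype. The median-of-ratios factors were 1.07 to 1.12 in WT pools and 0.860 to 0.980 in mutant pools, and did not overlap between genotypes. With 3 pools per genotype, no test for an outlying pool was made.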

All raw data were judged to be of good quality by their similar distributions of read counts, genomic coverage, and number of mappable reads in all six samples, indicating there were no outlier samples (Supplementary Figure S7A,B, Supplementary Table S2). RNA-Seq data revealed the reduced expression of both *zrsr2* isoforms, indicating a premature stop-codon mediated mRNA decay in the mutant embryos (Supplementary Figure S7C). 

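The FPKM of *zrsr2*-201 (ENSDART00000081319) was 1.14, 1.26 and 1.24 in WT clutches 12, 13 and 15 and 0.388, 0.669 and 0.959 in mutant clutches 3, 4 and 7. The mean was 1.21 ± 0.0676 (SD, n = 3 pools) in WT and 0.672 ± 0.286 (SD, n = 3) in *zrsr2 hg129/hg129* embryos, 44.6% lower. These are FPKM as deposited, with a difference of -0.540 (mutant minus WT) that was -0.398 after scaling by the median-of-ratios factors. All mutant pools were below all WT pools (exact permutation test, two-sided, p = 0.1, the smallest p that 3 pools against 3 allow). With each pool left out in turn, the mean FPKM stayed lower in the mutants by between -0.398 and -0.684. The FPKM of *zrsr2*-204 (ENSDART00000185808) was 0.210, 0.104 and 0.0872 in the WT pools and 0.0591, 0.0998 and 0 in the mutant pools, 0 being the value of clutch 4. Its mean was 0.134 ± 0.0665 (SD, n = 3) in WT and 0.0529 ± 0.0502 (SD, n = 3) in mutants, and the groups overlapped (exact permutation test, two-sided, p = 0.2). At these values close to 0, a difference of isoform 204 was not detectable with 3 pools, and Supplementary Figure S7C also marks it as not significant. For the gene as a whole, over all 4 transcripts, mean FPKM was 1.42 ± 0.0624 (SD, n = 3) in WT and 0.788 ± 0.273 (SD, n = 3) in mutants. The log2 fold change was -0.62 (standard error 0.23, adjusted p = 0.176 from limma with Benjamini-Hochberg adjustment), which is not a call, and it was between -0.82 and -0.42 with each pool left out. The direction in every mutant pool is that of the genotype on its label.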

Analysis of the RNA-Seq data with DESeq2 [33], using a fold change cut-off of 2 and p-adjusted value cutoff of 0.05, identified 1372 differentially expressed genes (DEGs) between *zrsr2^hg129/hg129^* and WT embryos (Figure 4A, Supplementary Table S3). 

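Of the 20018 genes tested, 560 were called differentially expressed, and 739 had an adjusted p below 0.05 whatever their fold change (limma with Benjamini-Hochberg adjustment). In all 560 called genes the 3 mutant pools lay on one side of the 3 WT pools, as they did in 6137 of all genes tested (30.7%), where chance gives 10%. When the unnamed transcripts were added to the named gene they overlap, an alternative chosen after the data had been examined, 972 of 21091 genes were called, 480 of which were also among the 560. Among the alternatives chosen before the data were examined, the number of calls was 906 without scaling between pools and 280 with a pseudocount of 1 FPKM. It was between 92 and 512 when 1 pool was left out, and fell most without WT clutch 12. Of the 1372 genes in the paper's Supplementary Table S3, 1365 matched 1 gene of the tables and 1223 were tested. The log2 fold change had the sign given there in 1177 of these, and 455 were called with that sign, while 4 were called with the opposite sign. Another 101 genes were called that Supplementary Table S3 does not list. With the unnamed transcripts added, 847 genes of Supplementary Table S3 were called, all 847 with the sign given there. Because that list comes from the same 6 samples, its overlap with these calls is not an independent replication.

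**Figure D1:**
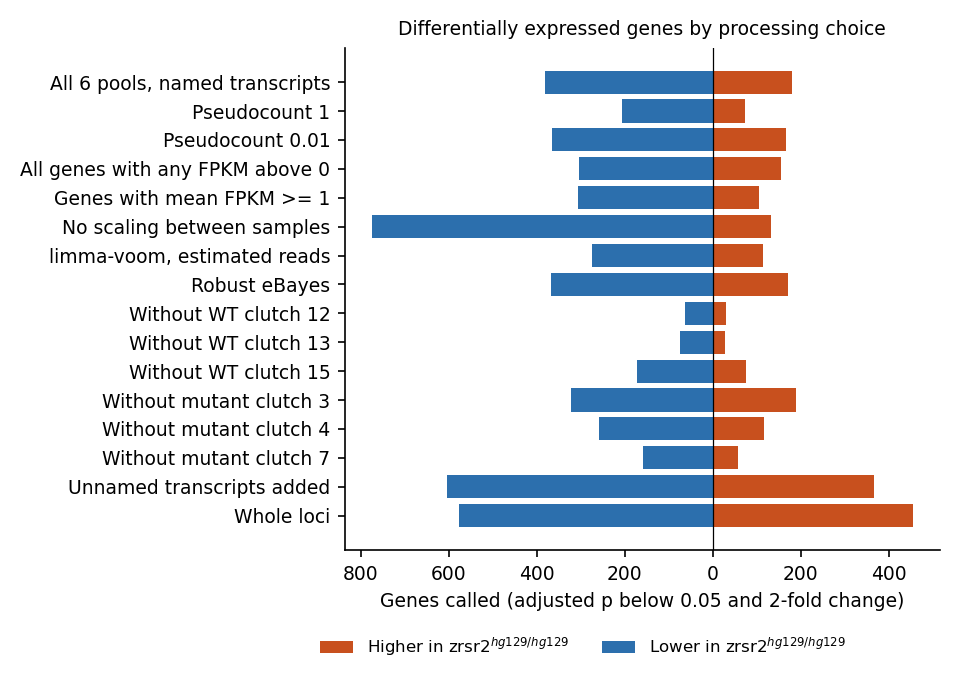
Number of genes called differentially expressed (adjusted p below 0.05 and an absolute log2 fold change of at least 1, limma) between *zrsr2 hg129/hg129* and WT pools for each processing choice. Bars to the right are genes with higher and bars to the left genes with lower FPKM in mutants. The top bar holds the 180 higher and 380 lower genes of the 560 calls, and the bars without 1 clutch are the numbers called in fits to the other 5 pools.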

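The 560 called genes divided into 180 with higher and 380 with lower FPKM in *zrsr2 hg129/hg129* embryos, so that 32.1% of the calls were upregulated. Scaling between the pools moved this division. Without it, 132 genes were called higher and 774 lower (14.6% upregulated), and the median log2 fold change of all genes tested was -0.19 in place of 0.01. With the unnamed transcripts added, 368 genes were higher and 604 lower. The genes named here were chosen by a rule set before the data were examined, the 5 largest changes in each direction among called genes whose groups do not overlap. The 5 largest falls were all in genes of pancreatic digestive enzymes or secretory granule proteins. *prss59.1* (chromosome 16, 26012569 to 26013851) had an FPKM of 33.8 ± 8.42 (SD, n = 3) in WT and 0.0320 ± 0.0288 (SD, n = 3) in mutants. Its log2 fold change was -7.86 (standard error 0.26, adjusted p = 0.000269 from limma), and it was called in all 6 fits that left out 1 pool. The log2 fold change was -6.54 for *ela2l* (standard error 0.55), -6.03 for *sycn.2* (standard error 0.21), -5.94 for *prss59.2* (standard error 0.68) and -5.91 for *cel.1* (standard error 0.49). Reads of *prss59.1* and *prss59.2*, of *sycn.2* and *sycn.3* and of *cel.1* and *cel.2* could have been divided between the neighbouring copies, which share a locus in the tables. The 5 largest rises were in genes with little or no FPKM in WT. CABZ01030291.1 rose by 6.35 on the log2 scale (standard error 0.82), with an FPKM of 0.195 ± 0.172 (SD, n = 3) in WT and 26.0 ± 27.1 (SD, n = 3) in mutants. CR352342.1 rose by 5.43 (standard error 0.27) and FO704721.2 by 5.02 (standard error 0.35), and both are listed at 0 in all 3 WT pools, so that the size of the change depends on the pseudocount. CR352342.1 shares its locus with *cpn1*, and the log2 fold change of the whole locus was 0.41 (adjusted p = 0.121 from limma). CT863714.2 rose by 5.41 (standard error 0.17) and *SNORA6* rose by 5.35 (standard error 0.19), but both are short transcripts inside loci of abundant genes, and the log2 fold change of the whole locus was -0.10 and 0.22. Among the 5 largest rises and falls of the paper's Supplementary Table S3, *cpa1* had a log2 fold change of -5.39 (standard error 0.20), *sycn.3* -3.34 (standard error 0.62) and si:dkey-114l24.2 -3.27 (standard error 0.21), all 3 with an FPKM of 0 in all mutant pools, so that these values also depend on the pseudocount. On the other side, CT583728.3 rose by 4.74 (standard error 0.57) and *aire* by 3.55 (standard error 0.25), from an FPKM of 0.0028 in WT to 1.04 ± 0.238 (SD, n = 3) in mutants. *c6ast4* was not tested, because the transcripts that carry its name were under 0.1 FPKM. *cebpz* (3.06, standard error 1.46, adjusted p = 0.269 from limma) and *mt-nd4* (8.15, standard error 3.16, adjusted p = 0.193) were not called. For both, the log2 fold change of the whole locus was small, -0.06 for *cebpz* and 0.48 for *mt-nd4*.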

Of these DEGs, 455 genes were upregulated, and 917 genes were downregulated in the *zrsr2^hg129/hg129^* embryos compared to the WT embryos (Supplementary Table S3). 

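Gene ontology terms were not used here. In their place, 10 sets of gene families, chosen before the data were examined, were tested with limma's camera (inter-gene correlation 0.01, two-sided, Benjamini-Hochberg adjustment over the 10 sets). The 364 genes of solute carriers, which move ions, vitamins and other small molecules across membranes, had a mean log2 fold change of -0.23 (adjusted p = 0.0136 from limma's camera), with 220 genes lower and 144 higher in *zrsr2 hg129/hg129* embryos. Of these genes, 11 were called and all 11 were lower. They included *slc5a1* (-1.78, standard error 0.19) and *slc5a6a* (-1.63, standard error 0.22), of the same transporter family, as well as *slc13a3* (-1.31), *slc15a1a* (-1.92), *slco1d1* (-1.10) and *slc25a29* (-1.22). The 19 apolipoprotein genes had a mean log2 fold change of -0.48 (limma's camera, adjusted p = 0.0117), and 14 of them were lower. *apoda.2* (-2.59, standard error 0.13) and *apodb* (-1.28, standard error 0.22) were called. The 10 genes of fatty acid binding proteins had a mean of -0.97 (limma's camera, adjusted p = 0.0117), with 7 lower. The FPKM of *fabp10a* was 286 ± 99.3 (SD, n = 3) in WT and 25.7 ± 7.92 (SD, n = 3) in mutants, and that of *fabp2* was 222 ± 49.3 (SD, n = 3) and 54.1 ± 16.4 (SD, n = 3). The 74 cytochrome P450 genes had a mean of -0.46 (limma's camera, adjusted p = 0.000427), with 52 lower, and 9 of the 10 called were lower (*cyp2x7*, *cyp8b1*, *cyp2x9*, *cyp4v7* and *cyp7a1* among them) while *cyp26a1* was higher, at an FPKM of 3.23 ± 0.384 (SD, n = 3) in WT and 6.87 ± 0.122 (SD, n = 3) in mutants. Reads of *cyp2x7* could have been divided with 2 neighbouring copies in its locus. Without scaling, the means of these 4 sets were -0.43, -0.70, -1.19 and -0.65, in the order given, against a median of all genes that was itself lower. The 13 mitochondrially encoded genes had a positive mean of 1.28 (limma's camera, adjusted p = 0.0296), from 2 of the 3 mutant pools. Their median was 0.85, and without *mt-nd4* (8.15) the mean of the other 12 was 0.71. The adjusted p of this mitochondrial set was 6.82e-05 to 0.452 over all alternatives (limma's camera). It was above 0.05 with limma-voom and without WT clutch 15, mutant clutch 4 or mutant clutch 7. The 11 hemoglobin genes (mean 0.37, adjusted p = 0.645 from limma's camera) and the 13 genes of the minor spliceosome (mean -0.08, adjusted p = 0.522) did not pass 0.05. When camera estimated the correlation between genes from the data, no set passed 0.05 after adjustment (3 sets had an unadjusted p below 0.05), and the adjusted p of the exocrine pancreas set was 0.0956. Over all alternatives, the adjusted p was 0.00562 to 0.152 for solute carriers, 0.00022 to 0.321 for apolipoproteins, 0.00219 to 0.326 for fatty acid binding proteins and 2.4e-05 to 0.163 for cytochrome P450 genes.

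**Figure D2:**
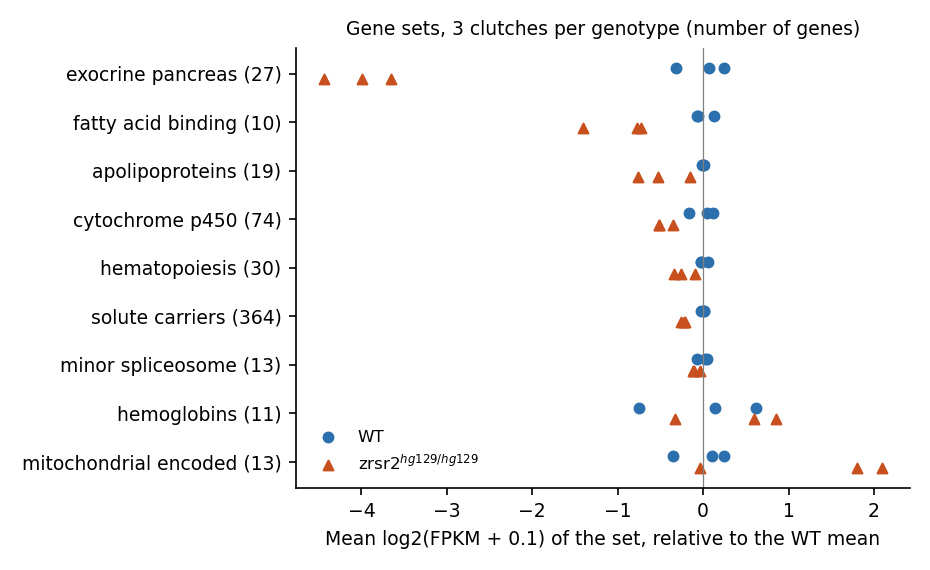
Mean log2(FPKM + 0.1) of gene sets in each of the 3 WT and 3 *zrsr2 hg129/hg129* pools, relative to the mean of the WT pools. Each point is 1 pool, and the number of genes in the set is given in parentheses. Every mutant pool lies below every WT pool for the exocrine pancreas set (27 genes).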

Interestingly, gene ontology (GO) analysis of the upregulated genes did not identify any specific biological processes to be significantly affected by the loss of Zrsr2, whereas the downregulated genes affected the metabolic processes, including the transport of vitamins and lipids (Figure 4B). Consistent with our data, widespread changes in metabolic pathways were observed in a *Drosophila* model with another disrupted minor splicing component, U6atac snRNA [34]. Overall, our data showed that the global transcriptomic changes caused by the Zrsr2 deficiency affected the general metabolic pathways essential for the proper development and homeostasis of embryonic tissues.

### 2.5. Loss of Zrsr2 Leads to the Preferential Retention of Minor Introns in Genes Involved in RNA and Protein Processing

As a component of the minor spliceosome, ZRSR2 is known to be essential for the splicing of the U12-type of introns [1]. Its loss of function in other biological models is associated with an increase in the retention of U12-type introns [19,21,23,24,35]. Therefore, we analyzed our RNA-Seq data for IR events with IRFinder [36]. 

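IRFinder counts reads inside introns, and such counts were not analysed here. The transcript tables allow a narrower measure, a rule set after the data had been examined. Some loci hold a pair of transcripts of which one has 1 exon fewer, while its spliced length, once different ends are allowed for, exceeds that of the other by the size of 1 intron. Where this size is that of an intron listed for the gene in the paper's Supplementary Table S4, the pair was taken as the form that contains the intron and the form that splices it out, and the FPKM of the first as a share of both was computed for each pool. A pair was found for 55 of the 284 introns. When the listed sizes were shifted by 1 to 10 bases in either direction, 0 to 4 introns had a pair (mean 0.65 over 20 shifts). In 47 of the 55, the intron-containing form was present only as an unnamed transcript that StringTie had assembled from these reads. The measure misses most U12-type introns, since a pair was found for 43 of the 216 in genes of the tables (19.9%), with a median size of 224 bp against 523 bp for those without a pair. The introns come from the paper's own calls on these 6 samples, so the shares describe their size and are not a separate test of which introns are retained.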

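A test that does not start from a list of introns, chosen after the data had been examined, was run on pairs of transcripts. The pairs had the same ends, differed by 1 intron and had a mean FPKM of at least 1 for the sum of the 2 forms. There were 426 such introns, and limma on the log2 ratio of the 2 forms (pseudocount 0.1 FPKM, Benjamini-Hochberg adjustment) called 22 more retained and 3 less retained in *zrsr2 hg129/hg129* embryos. Of these introns, 14 are U12-type introns of the paper's Supplementary Table S4, and 11 of the 14 were more retained (78.6%) and 0 less retained, with 13 of the 14 at an unadjusted p below 0.05. These 14 were picked by a table that lists only introns changed in these same 6 samples, so their high share is expected and is not separate evidence. Among the 380 introns in genes that Supplementary Table S4 does not list, 3 were more and 2 less retained, and 24 had an unadjusted p below 0.05. The median change of the share was 0 percentage points at the 367 of these introns with a share in all 6 pools. With 1 pool left out, between 17 and 21 introns were more retained. A broader measure, set before the data were examined, was the largest change between genotypes in the share of a gene's FPKM that 1 transcript takes, computed for the 158 genes of Supplementary Table S4 with at least 2 named transcripts and a mean FPKM of at least 1. The median of this change was 4.05 percentage points, above all 10000 random lists of genes matched on expression and number of transcripts (median of the lists 1.64, highest 3.95). With 1 pool left out, it lay between the 99.2 and the 100 percentile of such lists. The random lists were not chosen for a change in splicing in these samples, as the genes of Supplementary Table S4 were, so a high percentile is expected here as well.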

We identified 284 differential IR events between *zrsr2^hg129/hg129^* and WT embryos (Supplementary Table S4). These 284 introns led to the abnormal splicing of 259 unique genes, as more than one intron was retained in some genes (Supplementary Table S4).

Next, we used “The Intron Annotation and Orthology Database” (IAOD) [7] to determine if the retained introns were of the U2- or U12- subtypes. 

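Of the U12-type introns with a pair of transcripts, 34 were in genes with a mean FPKM of at least 1 and had a share in all 6 pools. The mean share of intron-containing transcripts over these 34 introns was 7.04%, 6.86% and 8.01% in WT clutches 12, 13 and 15 and 55.1%, 55.5% and 55.7% in mutant clutches 3, 4 and 7. The mean was 7.30% ± 0.62 (SD, n = 3) in WT and 55.4% ± 0.33 (SD, n = 3) in *zrsr2 hg129/hg129* embryos, a difference of 48.1 percentage points (exact permutation test, two-sided, p = 0.1, the smallest p this design allows). All 3 mutant pools were above all 3 WT pools for 32 of the 34 introns, and the other 2 introns overlapped. The introns were listed because they changed in these same 6 samples. Such a separation was therefore likely beforehand, and is not a test against chance. The change of the single introns ranged from -0.74 to 81.3 percentage points, with a median of 48.9. With a minimum mean FPKM of 5 in place of 1, the difference was 40.1 percentage points over 15 introns, and with 1 pool left out it was 47.9 to 48.5. The largest change was in *eed* (chromosome 1, 27849 to 34330), whose intron of 105 bp was in 5.26% ± 8.77 (SD, n = 3) of the transcripts in WT and 86.6% ± 11.8 (SD, n = 3) in mutants. The intron of *elof1* (101 bp) was in 0.565% ± 0.184 (SD, n = 3) and 46.6% ± 1.80 (SD, n = 3). The largest intron, of 5835 bp in *ssu72*, had shares of 0.161% ± 0.148 (SD, n = 3) and 22.0% ± 2.00 (SD, n = 3). Its shares leave out another form whose length implies that it contains this intron too. That form had an FPKM of at most 0.190 in WT and 1.88 to 3.29 in mutant pools, so both shares are understated. The shares of *ccnt2a* leave out such a form as well, and the means over introns are understated with them. One of the 2 overlapping introns is that of *usp10*, where a transcript counts as intron-containing in 1 pair and as spliced in another, so its share (100% in WT) cannot be read as retention. Without it, the difference was 49.6 percentage points over 33 introns. These 4 introns were chosen after their values had been seen.

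**Figure D3:**
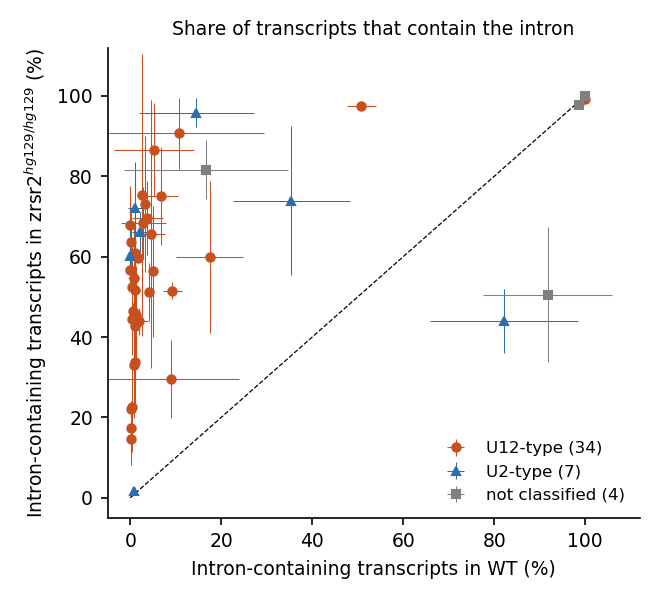
Mean share of transcripts that contain the intron in WT (horizontal axis, %) and *zrsr2 hg129/hg129* embryos (vertical axis, %) for 45 introns in genes with a mean FPKM of at least 1. Each point is 1 intron with the SD over 3 pools, and the dashed line marks equal shares. Of the U12-type introns, 33 of 34 lie above the line.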

As reported previously in ZRSR2-depleted human and mouse models [19,20,21,24], most of the retained introns (218/284) in the *zrsr2^hg129/hg129^* mutant zebrafish were of the U12-type (Figure 5A). In addition, 19 out of 51 of the preferentially retained U2-type introns were found in those genes that also contained a U12-type intron (Figure 5A). 

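Of the U2-type introns of Supplementary Table S4, 7 had a pair of transcripts in genes with a mean FPKM of at least 1. Their mean share of intron-containing transcripts was 17.7%, 18.6% and 22.1% in the WT pools and 60.8%, 56.5% and 59.9% in the mutant pools, a difference of 39.6 percentage points (exact permutation test, two-sided, p = 0.1, the smallest possible). In 6 of the 7 all mutant pools were higher than all WT pools, and in 1, that of *ssu72*, all were lower. In 2 of the 7, those of *ssu72* and *ccnt2a*, the form without the U2-type intron is itself the form that contains the U12-type intron of the gene. Without these 2, the mean share was 3.69% ± 2.65 (SD, n = 3) in WT and 59.1% ± 2.01 (SD, n = 3) in mutants, and all 5 introns were higher in all mutant pools. The rise was largest in *chd4b* (89 bp), from 14.6% ± 12.7 (SD, n = 3) to 95.8% ± 3.62 (SD, n = 3), and smallest in *pvalb2* (470 bp), from 0.783% ± 0.0840 (SD, n = 3) to 1.68% ± 0.200 (SD, n = 3), both named after their values had been seen. For the 4 unclassified introns, the mean share was 76.8% ± 1.50 (SD, n = 3) in WT and 82.5% ± 4.08 (SD, n = 3) in mutants, with 1 intron higher, 1 lower and 2 overlapping.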

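A pair of transcripts was found for both a U12-type and a U2-type intron in 3 genes of Supplementary Table S4. In *ccnt2a* (chromosome 9, 23234233 to 23242684), the share with the U12-type intron of 576 bp rose from 6.83% ± 3.66 (SD, n = 3) in WT to 75.1% ± 12.1 (SD, n = 3) in mutants, and the share with the U2-type intron of 346 bp from 35.4% ± 12.9 (SD, n = 3) to 74.0% ± 18.5 (SD, n = 3). This U2-type share is among forms that contain the U12-type intron. It leaves out the form without either intron, at an FPKM of 1.645 to 1.982 in WT, so 35.4% is not a share of all WT transcripts. The form with both introns had an FPKM of only 0.033 to 0.107 in WT and of 3.10 to 5.87 in mutants. The U12-type share leaves this form out and is understated. In *ssu72* (chromosome 22, 359273 to 367610), the share with the U2-type intron of 774 bp was 82.2% ± 16.2 (SD, n = 3) in WT and 43.9% ± 7.93 (SD, n = 3) in mutants, but this does not show a fall in retention. The form with that intron had an FPKM of 0.140, 0.152 and 0.190 in the WT pools and 2.50, 1.88 and 3.29 in the mutant pools, and the form it is compared with is the one that contains the U12-type intron and rose from at most 0.065 to between 3.08 and 3.41. In *zcchc8*, with a mean FPKM of only 0.248, the share with the U12-type intron of 1105 bp rose from 7.47% ± 5.82 (SD, n = 3) to 65.7% ± 30.6 (SD, n = 3), and that with the U2-type intron of 131 bp was 92.7% ± 2.76 (SD, n = 3) in WT and 59.5% ± 51.7 (SD, n = 3) in mutants, with overlapping groups. In all 3 genes the 2 pairs have a transcript in common, which counts as intron-containing in 1 pair and as spliced in the other, so the 2 shares of a gene are not independent.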

Among the genes with retention of more than one intron, 15 genes showed the retention of both U2- and U12-type introns (Supplementary Table S4). Combining all these data, we found that, out of the 259 genes affected by IR in *zrsr2^hg129/hg129^* mutants, 221 genes contained the U12-type introns (Supplementary Table S4). Thus, our data provide strong support for the notion that the role of Zrsr2 in the splicing of U12-type introns is conserved in zebrafish.

A recent study [7] has identified a total of 662 U12-type introns that occur in 612 unique genes in zebrafish. 

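The full list of U12-intron-containing genes was not used here, and expression was computed for the 259 genes of Supplementary Table S4, of which 257 matched a gene of the transcript tables. Their mean FPKM over the 6 pools was at least 1 in 220 genes (85.6%) and at least 0.1 in 243 (94.6%). Of the 219 matched genes that carry a U12-type intron, 185 (84.5%) had a mean FPKM of at least 1. In single pools the share was 83.1% to 84.9% in WT and 82.7% to 83.1% in mutants. Over all 31886 genes of the tables, 37.0% had a mean FPKM of at least 1. With the unnamed transcripts added, the shares were 99.2% of the 257 and 99.1% of the 219 genes. Genes enter Supplementary Table S4 only if their introns had reads, so a high share of expressed genes is partly set by how the list was made.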

Analysis of our RNA-Seq data showed that the majority of these U12-intron-containing genes are expressed in our dataset. Therefore, to understand why only a subset of all U12-type introns are retained (218 out of 662) in *zrsr2* mutants, we compared their sequence features with those not showing significant retention (444 out of 662). Our analysis revealed that while there were no differences in their nucleotide composition, the distribution of the GT-AG versus AT-AC splice sites, or sequence features around both splice sites, showed that the retained introns appeared to be smaller in size (Mean 1077 bp, Median 451 bp) compared to the non-retained introns (Mean 3556 bp, Median 1398 bp) (Figure 5B, Supplementary Figure S8, Supplementary Table S5). These data are consistent with previous findings [19] and suggest that the splicing of smaller U12-type introns is more sensitive to the loss of Zrsr2. To determine if the retention of minor introns affected the expression of corresponding genes, we queried our list of DEGs (Supplementary Table S3) for overlap with those genes showing retention of minor introns (Supplementary Table S4). 

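Of the genes of Supplementary Table S4 that carry a U12-type intron, 206 were tested and 32 were called differentially expressed, 14 higher and 18 lower in *zrsr2 hg129/hg129* embryos. This was 15.5% of them, against 2.67% of the 19812 other genes tested (528 called), with an odds ratio of 6.72 (Fisher's exact test, two-sided, p = 2.95e-15). Among genes with a mean FPKM of at least 1, it was 15.1% against 3.29% (odds ratio 5.24, Fisher's exact test, two-sided, p = 4.31e-11). Supplementary Table S4 was made from introns changed in these same 6 samples, so neither comparison is an independent test. Of the 32 genes, 19 are in the paper's Supplementary Table S3. All 32 had groups that did not overlap, as did all 560 called genes. So did 121 of the 206 tested, against 30.7% of all genes tested, where chance gives 10%. Adding the unnamed transcripts to the gene they overlap changed which genes were called, and 0 of the genes called in both settings had opposite signs. In that setting 43 of 219 genes were called, 27 higher and 16 lower (19.6%, against 4.45% of other genes, odds ratio 5.24, Fisher's exact test, two-sided, p = 5.07e-16), and 19 genes were called in both settings. When 1 pool was left out, 5 to 25 genes with a U12-type intron were called, and the share stayed above that of other genes in each of the 6 fits (odds ratio 4.19 to 7.81, Fisher's exact test, two-sided).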

Interestingly, only 43 genes (26 up, 17 down) showed the retention of minor introns and differential expression in the absence of Zrsr2 function. A similar comparison between genes without minor intron retention and differential expression identified 57 genes (29 up, 28 down). These findings indicate that the global changes in gene expression detected in *zrsr2^hg129/hg129^* mutants are not directly due to changes in the expression of the genes that contain U12-type introns but could represent the downstream effect of their aberrant splicing.

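As a set, the genes of Supplementary Table S4 with a retained U12-type intron (198 tested) had a mean log2 fold change of -0.14 and a median of -0.19 (not passing 0.05 with limma's camera, two-sided), where the median over all genes tested was 0.01. With the unnamed transcripts added, the mean over 211 genes was 0.10 (passing 0.05), so that the direction of the set depends on whether transcripts without a name count toward the gene. The genes with a U12-type intron made up 32 of the 560 calls, and the remaining 528 calls were in genes without a U12-type intron in Supplementary Table S4. From the number of genes with both a retained minor intron and a changed expression, and from a similar comparison for genes without such retention, the paper reasons that the global changes are not directly due to changed expression of U12-intron-containing genes but could represent a downstream effect of their aberrant splicing.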

To identify the biological processes that are affected by the retention of the minor introns, we first identified all biological processes that require a properly functioning minor spliceosome by GO analysis of all U12-type intron-containing genes (612) in zebrafish (Figure 5C). Similar to the observations in other organisms [3,5], U12-type introns are present in the genes involved in neuronal action potential, ion transport, protein processing and transport, and RNA processing in zebrafish (Figure 5C). In comparison, the GO analysis of the 221 U12-intron-containing genes with differential IR in *zrsr2^hg129/hg129^* mutants (Figure 5D) showed that 5 of the top 10 biological processes that require the minor spliceosome were affected by the Zrsr2 deficiency, particularly those genes involved in RNA and protein processing pathways (Figure 5C,D). 

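Among the introns with a pair of transcripts in genes with a mean FPKM of at least 1, 5 U12-type introns were in genes that Supplementary Table S4 marks for RNA processing and 6 in genes marked for protein processing, with *srpk1b*, *ssu72* and *usp10* marked for both. The share of *usp10* cannot be read as retention, and the values here are without it. That of *ssu72* leaves out a form that contains both of its listed introns, so it and the means of both classes are understated. The mean share of intron-containing transcripts in the RNA processing genes was 0.32% ± 0.37 (SD, n = 3) in WT and 41.8% ± 1.64 (SD, n = 3) in mutants, and all 4 introns had higher shares in all mutant pools. In the protein processing genes it was 0.47% ± 0.28 (SD, n = 3) in WT and 53.1% ± 2.82 (SD, n = 3) in mutants, with all 5 higher in all mutant pools. The 26 introns in genes marked for neither rose from 5.57% ± 0.78 (SD, n = 3) to 55.5% ± 0.39 (SD, n = 3). Each of these differences had the smallest p of the exact permutation test, 0.1 (two-sided). The change was 41.5 percentage points in RNA processing genes, 52.6 in protein processing genes and 49.9 in the others (33.0 and 43.7 in the first 2 classes with *usp10* included), and a difference between these classes was not tested. The intron of *srpk1b* (336 bp) was in 0% of the transcripts in WT and in 67.8% ± 9.73 (SD, n = 3) in mutants. That of *rpf1* (126 bp) was in 0.725% ± 1.26 (SD, n = 3) and 54.8% ± 13.7 (SD, n = 3), and that of *ppp2r2d* (297 bp) in 1.70% ± 1.19 (SD, n = 3) and 59.6% ± 0.666 (SD, n = 3). These genes were chosen after their values had been seen.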

We found that, in the gene set with the retained introns, 48 genes were involved in RNA processing (i.e., RNA binding, RNA modification, RNA splicing, regulation of mRNA processing, RNA metabolic process, etc.), and 46 genes are involved in protein processing (i.e., protein modification by glycosylation, acetylation, phosphorylation, palmitoylation, regulation of protein stability by ubiquitination, deubiquitination, proteolysis and degradation, etc.) (Supplementary Table S4). Thus, our data suggest that Zrsr2 is specifically required for the regulation of genes involved in RNA and protein processing pathways during embryonic development diseases.

## 3. Discussion

ZRSR2 is an essential component of both the major and minor spliceosomes and is frequently mutated in hematopoietic disorders, particularly MDS. Recent studies have uncovered its requirement in the proper splicing of U12-type introns as a component of the minor spliceosome [19,20,21]. However, its role during vertebrate embryonic development is not known. In this study, we took advantage of the zebrafish model to study the impact of Zrsr2 deficiency on vertebrate embryonic development. We also showed that role of ZRSR2 in the splicing of the U12-type introns is conserved in zebrafish.

It has been suggested that minor introns are evolutionarily conserved as a mechanism for the regulation of cellular differentiation and multicellular growth [37]. The tissue-specific expression of genes with U12-type introns is regulated by their alternative splicing in both mice and humans [29]. Consistent with these findings, we observed that *zrsr2* is expressed throughout early zebrafish development when the cells are rapidly dividing and differentiating. The major isoform (*zrsr2*-201) is both maternally inherited and zygotically expressed throughout embryogenesis, while an alternate isoform (*zrsr2*-204) is expressed after the start of zygotic transcription. Our data on their differential expression during development suggests that the proteins encoded by each isoform perform specific functions which can be explored further using isoform-specific antibodies. *zrsr2* is highly expressed in the anterior region of the embryos and intestinal bulb, as has also been reported for other components of the minor spliceosome, e.g., *dhx15* and *rnpc3* [38,39]. The Zrsr2-deficient embryos developed normally for the first 3 days after fertilization, likely due to the presence of maternally-supplied WT *zrsr2* mRNA. At 4 dpf, they started to display pleiotropic phenotypes, indicating the requirement of proper Zrsr2 function in several developing tissues. It is possible that these tissues are more dependent on the minor spliceosome to produce appropriate mRNA transcripts for their growth and differentiation. Similar to the embryonic lethality observed upon disruption of the other components of the minor spliceosome in *Drosophila* and zebrafish [34,38,39], *zrsr2*-knockout fish displayed lethality by 8 dpf. Thus, our study adds to the growing evidence that the proper functioning of the minor spliceosome is critical for early animal development.

Our *zrsr2*-knockout zebrafish model allowed us to investigate the role of *ZRSR2* during vertebrate embryonic hematopoiesis, as the previous studies in mice were inconclusive due to the compensation by its functional paralog, *Zrsr1* [23,24]. *zrsr2*-knockout zebrafish embryos displayed a lack of HSCs in the CHT region at 3 dpf and reduced numbers of cells from the erythroid and myeloid lineages at 5 dpf, suggesting that a functional Zrsr2 is required for normal hematopoietic development. However, we did not observe significant dysregulation of the genes involved in the hematopoietic pathway via RNA-Seq. This is probably due to our approach of using the whole embryo (minus the heads) for RNA-Seq.

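A list of 32 hematopoietic genes was fixed before the data were examined, and 30 of them were tested. Only *epor*, the erythropoietin receptor, was called, with an FPKM of 0.746 ± 0.174 (SD, n = 3) in WT and 0.153 ± 0.0662 (SD, n = 3) in mutants and a log2 fold change of -1.58 (standard error 0.29, adjusted p = 0.043 from limma). With 1 pool left out it was called in 0 of 6 fits, with a log2 fold change of -1.77 to -1.38 and 8 to 10 genes of the list at an unadjusted p below 0.05. With adjustment over the 30 genes alone, 6 had an adjusted p below 0.05, and 8 had an unadjusted p below 0.05. These 6 were *hemgn* (-1.66), *epor*, *gfi1aa* (-1.28), *csf3r* (-1.01) and *urod* (-0.85), which were lower, and *mpx* (0.82), which was higher. Of the lineage markers used in the in situ hybridizations, *gata1a* had a log2 fold change of -0.50 (standard error 0.24, adjusted p = 0.263 from limma), *tal1* -0.27, *lcp1* 0.30, *runx1* -0.15 and *myb* -0.28 (standard error 0.16, adjusted p = 0.346), and none of these was called. *mpx*, the *mpo* of the paper, was not called either (adjusted p = 0.059 from limma over all genes). It was higher in all mutant pools, whereas the paper reports less *mpo* staining in mutants. That staining was at a later stage than the 3 dpf of these pools. *runx1* was at the limit of what was tested, with a mean FPKM of 0.122 in WT. The globin genes *hbae1.1* (0.19, standard error 0.37) and *hbae1.3* (0.28, standard error 0.42) varied between pools by more than between genotypes. The list as a set had a mean log2 fold change of -0.23 (adjusted p = 0.0778 from limma's camera, 0.0208 to 0.405 over the alternatives). Without scaling *csf3r*, *epor*, *gfi1aa* and *urod* were called, and with the unnamed transcripts added *csf3r*, *epor*, *gfi1aa* and *hemgn*. The paper's text reports no significant dysregulation of hematopoietic pathway genes. Its Supplementary Table S3 nevertheless lists *epor* (-2.16), *rag2* (-1.68), *gfi1aa* (-1.59) and *csf3r* (-1.52) as lower in mutants.

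**Figure D4:**
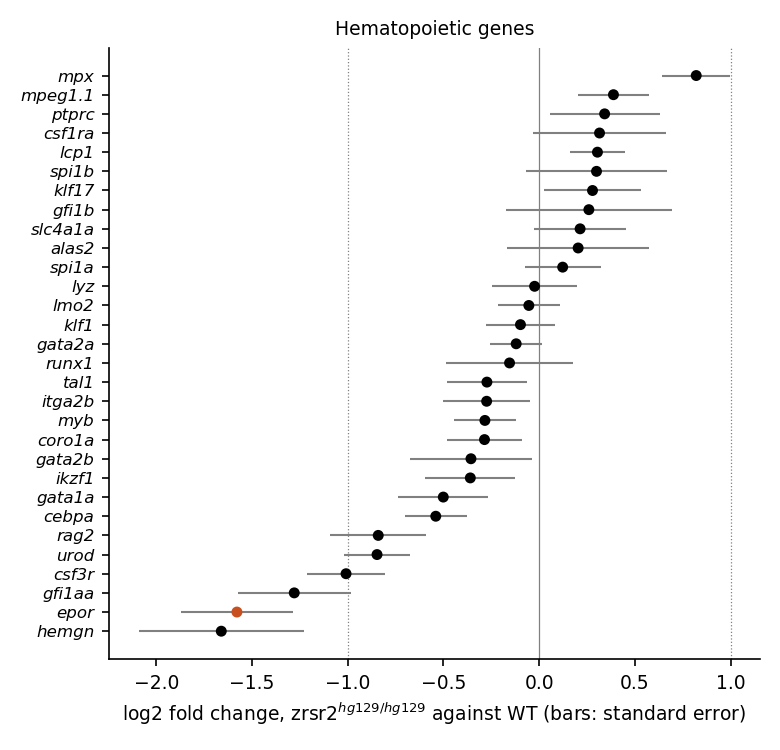
Log2 fold change between *zrsr2 hg129/hg129* and WT pools (horizontal axis) of 30 hematopoietic genes, with the standard error from limma. Dotted lines mark a log2 fold change of 1 in either direction, and the only called gene, *epor*, is in orange.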

Our study also demonstrated that the critical role of Zrsr2 in the regulation of the expression of genes with U12-type introns as a component of the minor spliceosome is conserved in zebrafish. Similar to human MDS bone marrow samples from patients with *ZRSR2* mutations, *zrsr2*-deficient zebrafish showed preferential retention of more than one-third of all U12-type introns (218/662). Specifically, the *e2f* and *mapk* gene families seem to be most affected by retained introns when the minor spliceosome function is disrupted [19,20,24,35,39]. Among the genes with retained introns in *zrsr2^hg129/hg129^* mutants, we also identified multiple genes from both the *e2f* and *mapk* gene families (*e2f4, mapk3, mapk8a, mapk12a, mapk14a*). 

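Of these 5 genes, *mapk8a* was the only one with a pair of transcripts that differ by the intron of Supplementary Table S4. Its U12-type intron of 198 bp was in 37.7% ± 4.57 (SD, n = 3) of the transcripts in WT and in 76.1% ± 17.9 (SD, n = 3) in mutants, with all mutant pools above all WT pools. The transcripts that carry the name *mapk8a* (chromosome 13, 31147518 to 31167461) had an FPKM of 1.01 ± 0.177 (SD, n = 3) in WT and 0.923 ± 0.735 (SD, n = 3) in mutants, a log2 fold change of -0.21 (standard error 0.61, adjusted p = 0.864 from limma). With the 4 unnamed transcripts of the locus added, it was 1.48 (adjusted p = 0.00646 from limma, 0.979 being the highest over all alternatives), which is a call. *mapk14a* changed direction in the same way, from -0.49 (standard error 0.71) to 0.88, without reaching the threshold of 1. The log2 fold change was 0.56 for *e2f4* (standard error 0.13, adjusted p = 0.0714 from limma), -0.14 for *mapk3* (standard error 0.11, adjusted p = 0.467) and 0.48 for *mapk12a* (standard error 0.16, adjusted p = 0.143), and none of these 3 genes was called. Over all alternatives that used the same transcripts, *e2f4* and *mapk12a* stayed higher and *mapk3* stayed lower in mutants.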

A recent study has provided strong evidence for a link between the retention of a specific U12-type intron in *LZTR1* and the pathogenesis of MDS [21]. Therefore, we checked our list of genes with differential IR events and confirmed that this U12-type intron in *lztr1* was conserved in zebrafish and was differentially retained in *zrsr2^hg129/hg129^* embryos (*p* < 0.0001) (Supplementary Table S4).

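*lztr1* lies on the minus strand of chromosome 5 from 12724046 to 12743212, and its transcripts that carry a name had an FPKM of 4.13 ± 0.321 (SD, n = 3) in WT and 5.10 ± 0.978 (SD, n = 3) in mutants. The log2 fold change was 0.51 (standard error 0.20, adjusted p = 0.199 from limma), which is not a call, and was 0.69 with the unnamed transcript of the locus added. This unnamed transcript has 19 exons, where the main named transcript has 20, and its FPKM was 0 in all 3 WT pools and 0.418, 1.46 and 0.311 in mutant clutches 3, 4 and 7. Its spliced length of 3309 nucleotides is below the 3504 of the named transcript, so it is not a form that differs only by keeping the intron, and the share of transcripts with the intron could not be computed for *lztr1*.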

Furthermore, we found that the genes affected by IR in the absence of a functional Zrsr2 in zebrafish during embryonic development are important for the processing of RNA and proteins and protein transport. These findings suggest that Zrsr2 is important for the regulation of these biological processes during embryonic development in zebrafish. Thus, it is possible that the morphological and hematopoietic defects observed in *zrsr2*-knockout embryos are due to the indirect effect of the dysregulation of these important cellular functions in tissues that are actively growing and differentiating. In conclusion, our study of *zrsr2*-deficient zebrafish provides strong support for the critical role of Zrsr2 in the splicing of minor introns in RNA and protein processing genes that play a crucial role in multiple developmental processes during embryogenesis. Further studies using hematopoietic cells from our *zrsr2*-knockout model for RNA-Seq will lead to a better understanding of the role of Zrsr2 in hematological diseases.

## 4. Materials and Methods

### 4.1. Zebrafish Husbandry and Ethics Statement

Zebrafish (*Danio rerio*) of WT strain TAB5 maintained in our laboratory were used in this study. All experiments were performed in compliance with the National Institutes of Health guidelines for animal handling and research using an Animal Care and Use Committee-approved protocol (G-05-5 assigned to RS). Zebrafish husbandry and embryo staging were performed as previously described [40]. All embryos were raised in an incubator at 28.5 °C until 5–6 dpf. Larvae and adult zebrafish were housed in a recirculating aquatic system with a light/dark cycle (14/10 h, respectively) and a water temperature of 28 °C.

### 4.2. Generation of zrsr2 Mutants, Crispants and Genotyping

Two single-guide RNAs targeting exons 7 (5′–GGAGCATCTGGGTTTTTCCA–3′) and 8 (5′–TGCCAGTCTGGAGTACAGTG–3′) were designed and synthesized as described previously [41]. WT zebrafish embryos were injected with 50 pg of each single guide RNA mixed with 150 pg of Cas9 mRNA. Embryos injected with sgRNA to exon 7 were grown to adulthood for generation of *zrsr2* knockout zebrafish model. Founder screening, identification of heterozygous F1 progeny, and all subsequent genotyping during line maintenance and phenotype analysis were performed by fluorescent PCR, as described previously [41], using primers listed in Supplementary Table S1. For crispant analysis, injected embryos were either harvested and fixed at 3 dpf for WISH or observed for morphological phenotypes up to 5 dpf, and harvested for DNA extraction. Fluorescent PCR and CRISPR-STAT [42] were performed on all crispant embryos to correlate the observed phenotypes with the reduction of WT peak and the presence of indel alleles.

### 4.3. RNA Extraction, RT-PCR, qRT-PCR, and Sequencing

RT-PCR and qRT-PCR were used to determine the expression of both isoforms of *zrsr2* throughout embryonic development using primers described in Supplementary Table S1. RNA was extracted from WT embryos collected at 1 hpf, 4 hpf, 19 hpf, 24 hpf, 2 dpf, 3 dpf, and 5 dpf, using Direct-zol RNA Microprep kit (Zymo Research, Irvine, CA, USA). cDNA for RT-PCR was synthesized using SuperScript IV One-Step RT-PCR System (Thermo Fisher Scientific, Waltham, MA, USA). RT-PCR products were analyzed by gel electrophoresis using 1.5% agarose gels. cDNA for qRT-PCR was generated with iScript cDNA synthesis kit (Bio-Rad, Hercules, CA, USA). qPCR was then performed using Power SYBR Green PCR Master Mix (Applied Biosystems, Waltham, MA, USA) according to the manufacturer’s instruction, using *actb2* primers (Supplementary Table S1) as internal controls. RT-PCR with primers shared by isoforms 201 and 204 was used to confirm the presence of CRISPR/Cas9-induced deletion in RNA from 5 dpf, WT, and mutant embryos. These RT-PCR products were sequenced using Sanger sequencing as described previously [43].

### 4.4. Generation of zrsr2 Riboprobe, WISH, and o-Dianisidine Staining

To generate a template for *zrsr2* riboprobe synthesis for WISH, we performed RT-PCR using RNA from 5 dpf WT embryos and primers from the region shared by both isoforms (Supplementary Table S1). The RT-PCR product was cloned into a pCR4-TOPO vector (Thermo Fisher Scientific, Waltham, MA, USA) and sequence-verified by Sanger sequencing. The plasmid DNA was extracted using QIAprep Spin Miniprep Kit (Qiagen, Germantown, MD, USA), digested with *SpeI*, and labeled with a DIG labeling kit (Sigma-Aldrich, St. Louis, MO, USA) using T7 polymerase. Antisense riboprobes for all other WISH markers used in this study were also generated using a DIG labeling kit (Sigma-Aldrich, St. Louis, MO, USA). Z*rsr2^hg129/+^* fish were in-crossed, and embryos were collected at various developmental stages. Collected embryos were euthanized and fixed overnight in 4% PFA at 4 °C. WISH was performed as described previously [44]. For *o*-dianisidine staining, euthanized embryos were incubated in *o*-dianisidine (MP Biomedicals, Costa Mesa, CA, USA) solution for 15 min in the dark [45], followed by fixation in 4% PFA prior to imaging. Embryos used for WISH and *o*-dianisidine staining were genotyped via fluorescent PCR, as described previously [41], using REDExtract-N-Amp PCR ReadyMix (Sigma-Aldrich, St. Louis, MO, USA) for product amplification.

### 4.5. Alcian Blue Staining

Embryos from *zrsr2^hg129/+^* in-crosses were euthanized and collected at 4 dpf, fixed in 4% PFA for 2 h at room temperature, and then stained in 0.15% Alcian Blue (Sigma-Aldrich, St. Louis, MO, USA), 50% EtOH, 0.1M HCl (pH 1) overnight, as described previously [46]. Embryos were then rinsed in 100% EtOH and rehydrated in a series of three 5 min EtOH/1x PBS washes. Embryos were then digested in 0.05% trypsin dissolved in 35% saturated NaBO_4_ for 2.5 h, followed by bleaching in a 3% H_2_O_2_ 1% KOH solution. Embryos were stored in 70% glycerol at 4 °C, imaged, and genotyped via fluorescent PCR, as described above.

### 4.6. Imaging and Image Analysis

Images of embryos for morphological phenotypes, Alcian blue staining, *o*-dianisidine staining, and WISH were acquired with a Leica M205 microscope, Leica DFC7000G camera, and the Leica Application Suite X Imaging Software Suite version 3.4.1 (Leica Microsystems, Deerfield, IL, USA). FIJI imaging software version 2.1.0 was used to quantify the staining intensity for *o*-dianisidine signals, as described in [47]. Differences between *zrsr2^hg129/hg129^* and control embryos were determined using an unpaired *t*-test with Welch’s correction.

### 4.7. RNA Extraction and Sequencing (RNA-Seq)

*zrsr2^hg129/+^* and WT sibling adult fish were in-crossed to collect mutant and WT embryos respectively. At 3 dpf, embryos from each clutch were euthanized with MS-222 (0.4 g/L) and decapitated to collect the heads for genotyping to identify homozygous mutant embryos. The embryo bodies were preserved in DNA/RNA Shield (Zymo Research, Irvine, CA, USA) in a corresponding 96-well plate for RNA extraction. After genotyping, 3 pools of 10 preserved embryos were collected from mutant and WT crosses. The pooled embryos were homogenized with a glass homogenizer, and the RNA was extracted using miRNeasy kit (Qiagen, Germantown, MD, USA) according to manufacturer’s instructions. RNA quantity and integrity were checked by the Bioanalyzer (Agilent, Santa Clara, CA, USA). The RNA Integrity number (RIN) values for samples used for RNA-Seq were as follows: WT triplicates (9.7, 9.7, 9.2), Mutant triplicates (9, 8.9, 9). An amount of 500 nanograms of total RNA was used in conjunction with the TruSeq^®^ Stranded Total RNA Library Prep kit (Illumina, San Diego, CA, USA). The libraries were checked for quality via the Bioanalyzer and quantitated by the Qubit (Thermo Fisher Scientific, Waltham, MA, USA). Equimolar amounts of each library were pooled and run on an Illumina Next-Seq 550/500 High Output Kit v2.5 (300 cycles). All RNA-Seq data are available at GEO (https://www.ncbi.nlm.nih.gov/geo/ accessed on 10 January 2022) under the accession number: GSE193365.

### 4.8. Bioinformatics Analysis of RNA-Seq Data

Low quality reads, identified by having N-base ratios above 10% or low-quality bases ratio above 50%, and reads containing adapter sequences were removed. The clean reads were aligned to GRCz11 with hisat2 (2.2.1.0) [48] and sorted with sambamba (0.7.1) [49]. Reads were counted with Stringtie (2.0.3) [50] based on GRCz11.99 annotation. Differentially expressed genes were identified using DESeq2 [33], using 0.05 and 1 as the cutoff for *p*-adjusted and absolute Log_2_FoldChange values, respectively. A heatmap was generated with Heatmapper [51], using Average Linkage clustering and Pearson distance measurement. IRFinder was used to identify the introns that were differentially spliced between WT and mutant transcripts [36], and intron types were classified using the Intron Annotation and Orthology Database [7]. Enriched pathways associated with differentially expressed genes, and differentially spliced genes between WT and *zrsr2^hg129/hg129^* samples were identified in Metascape [52], which uses hypergeometric testing and a Benjamini-Hochberg *p*-value correction algorithm to identify statistically significant pathways. Comparison of U12-type (retained versus non-retained) introns was performed by extracting the sequences for each group and an analysis of their size distribution, base content, and terminal dinucleotides. For the analysis of the splice sites, the first and last 20 bases of all introns were extracted and illustrated with WebLogo [53].

## Figures and Tables

**Figure 1:**
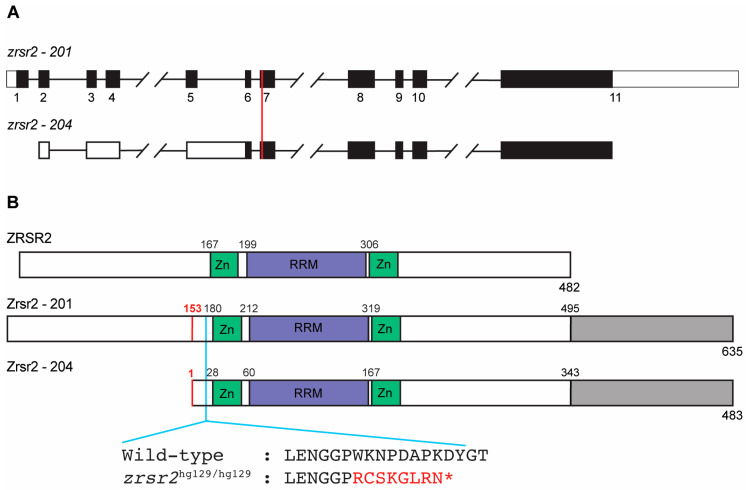
Genomic organization and functional domains of zebrafish Zrsr2. (**A**) A schematic of the genomic structures of *zrsr2* isoforms 201 and 204, with exons shown as rectangles and introns as lines connecting the exons. Filled rectangles mark the coding sequence, and white rectangles mark the untranslated regions. The vertical red line marks the genomic target region of the sgRNA used for CRISPR/Cas9 knockout. (**B**) The alignment of the human ZRSR2 protein with isoforms 201 and 204 of zebrafish Zrsr2, showing the location of conserved functional domains: Zn = Zinc finger domains, RRM = RNA recognition motif. Gray color marks the extra C-terminal region in zebrafish Zrsr2. Black numbers indicate the amino acid number for the start of each domain. Red numbers mark the methionine at position 153 in isoform 201, which is the translation start site of Zrsr2-204. Blue line marks the location of the CRISPR/Cas9-induced mutation and partial amino acid sequences of WT and mutant proteins, with red color marking the frameshift and premature termination codon marked as *.

**Figure 2:**
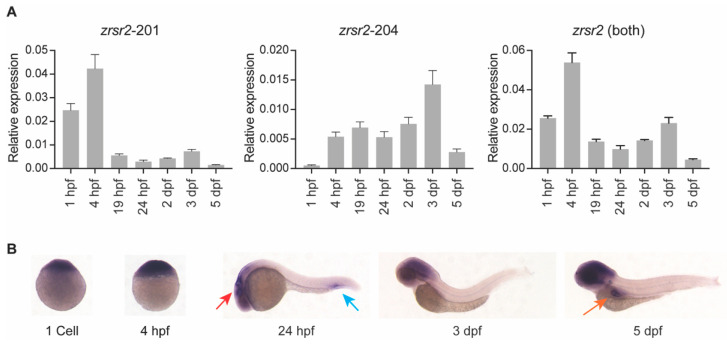
*zrsr2* expression during zebrafish embryonic development. (**A**) qRT-PCR data showing expression of *zrsr2* isoforms using primers unique to each isoform, and total expression using primers common to both isoforms in WT embryos from a series of stages during development as marked across the bottom of each plot. (**B**) WISH with *zrsr2* antisense probe, showing its sites of expression in WT embryos at 1 cell, 4 hpf, 24 hpf, 3 dpf, and 5 dpf as marked. Specific *zrsr2* expression is seen in the developing brain (red arrow) and the peripheral blood island (blue arrow) at 24 hpf, and in the intestinal bulb (orange arrow) at 5 dpf.

**Figure 3:**
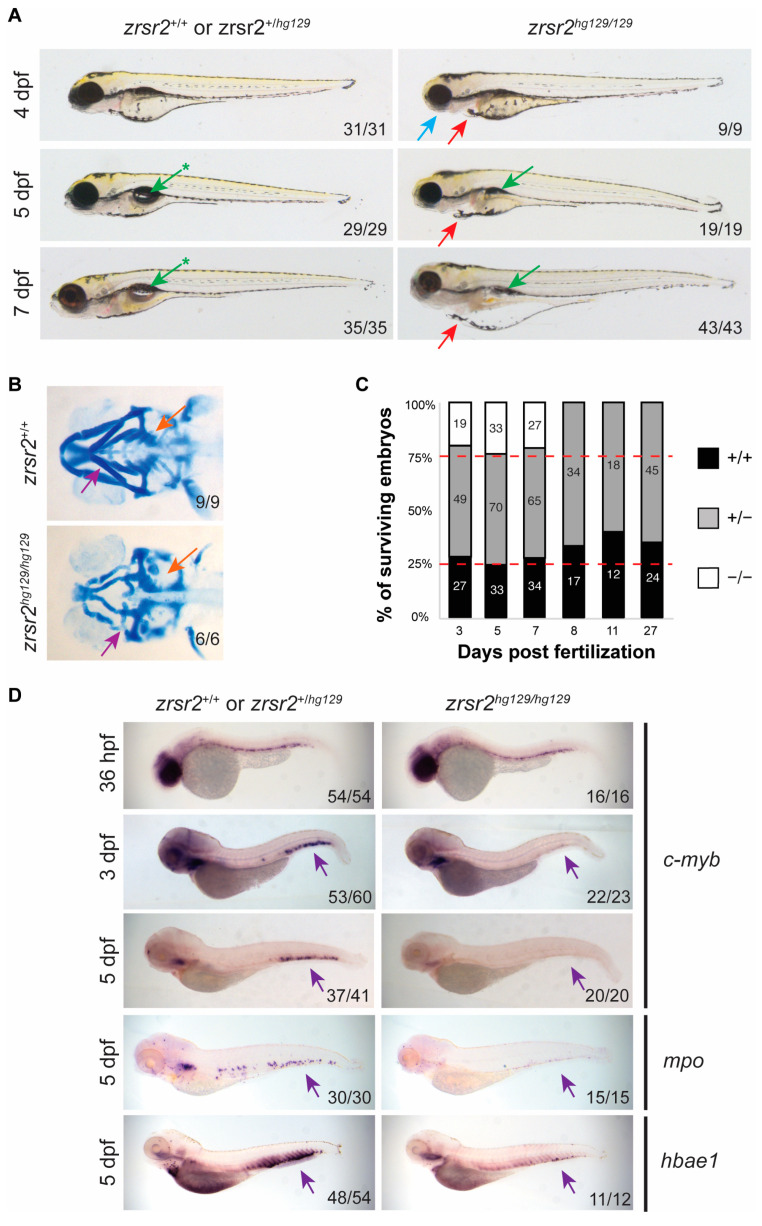
*zrsr2*-knockout embryos display morphological and hematopoietic defects. (**A**) Morphological phenotypes of *zrsr2^hg129/hg129^* embryos at 4, 5, and 7 dpf are shown in the right panel compared to their WT siblings in the left panel. Blue arrow marks defective jaw, red arrows mark cardiac edema, green arrows mark uninflated swim bladder, and green arrows with asterisks mark the normal inflated swim bladder in WT embryos. All images depict lateral views of the embryos. (**B**) Ventral view of embryos stained with Alcian blue depicting the cartilage of developing jaw of WT embryos (top panel) and *zrsr2^hg129/hg129^* embryos (bottom panel) at 4 dpf with purple arrows marking the mandibular cartilage and orange arrows marking the pharyngeal arches. (**C**) Survival of embryos collected from adult *zrsr2^hg129/+^* in-cross. The bar graph displays the genotype ratios as a percentage of total sampled embryos, and red lines indicate the expected Mendelian offspring ratios (1:2:1; *zrsr2^+/+^*: *zrsr2^hg129/+^*: *zrsr2^hg129/hg129^*). Numbers in the bars represent the number of embryos of each genotype. Clutches were sampled for genotype makeup at multiple time points as marked on the X-axis. *zrsr2^hg129/hg129^* embryos died by 8 dpf, while *zrsr2^hg129/+^* and *zrsr2^+/+^* embryos survived to adulthood. (**D**) WISH for definitive hematopoietic markers c-*myb* (36 hpf, 3 dpf, and 5 dpf), *mpo* (5 dpf) and *hbae1* (5 dpf), showing expression in *zrsr2^hg129/hg129^* embryos (right panel) compared to their siblings (left panel). Lateral views of embryos are shown in all images, with purple arrows marking the CHT region, showing reduced expression in *zrsr2^hg129/hg129^* embryos.

**Figure 4:**
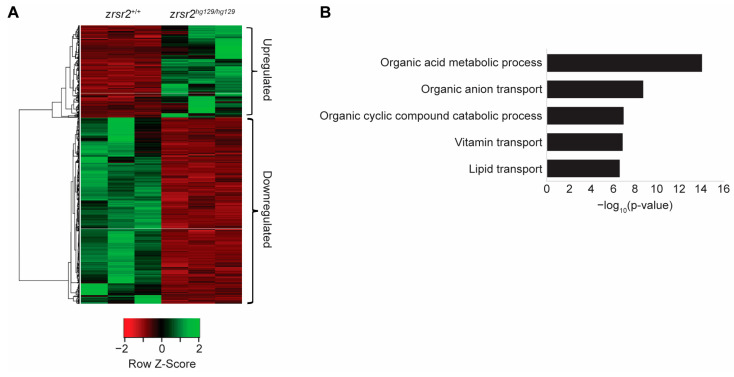
Loss of *zrsr2* leads to global gene expression changes in metabolic processes. (**A**) Heatmap of the differentially expressed genes in *zrsr2^hg129/hg129^* embryos compared to their WT controls at 3 dpf, with the color key shown below the heatmap. An amount of 455 genes were upregulated, and 917 genes were downregulated in the *zrsr2^hg129/hg129^* samples (fold change ≥ 2, *p* < 0.05). (**B**) Bar graph of the top 5 biological processes enriched among 917 downregulated genes in *zrsr2^hg129/hg129^* embryos at 3 dpf, with enrichment visualized by −log10 (*p*-value). Metabolic processes and transport of ions, vitamins, and lipids are among the most significantly enriched pathways among the downregulated genes.

**Figure 5:**
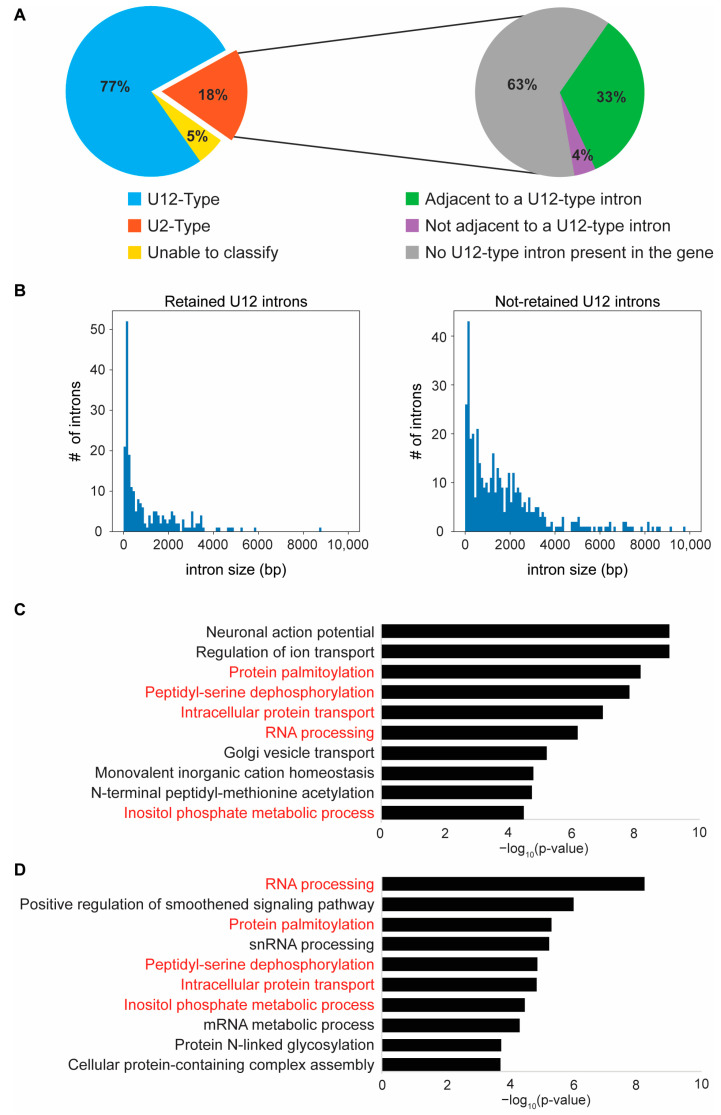
Loss of *zrsr2* leads to the differential retention of U12-type introns in RNA and protein processing genes. (**A**) Pie charts depicting the classifications for all differentially retained introns between *zrsr2^hg129/hg129^* and WT embryos into U12-type (blue) and U2-type (orange) introns (left) and the further classification of the retained U2-type introns (right) by whether they are adjacent to a known U12-type intron (green) or not adjacent but in a gene with a U12-type intron (purple), or in a gene with no known U12-type introns (grey). Some of the retained introns could not be classified into either category (yellow). (**B**) Plots of intron size distribution in the retained U12-type introns (left) and the non-retained U12-type introns (right). (**C**) The top 10 biological processes enriched in all genes (612) containing U12-type introns in the zebrafish genome according to IAOD. (**D**) The top 10 biological processes enriched in the set of U12-type intron containing genes (221) that have a differential IR between WT and *zrsr2^hg129/hg129^* embryos at 3 dpf, with enrichment visualized by −log10 (*p*-value). Five of the ten top pathways (written in red) are common in both gene sets (**C**,**D**).

## Data Availability

All RNA-Seq data are available at GEO (https://www.ncbi.nlm.nih.gov/geo/ accessed on 10 January 2022) under the accession number: GSE193365.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231810668/s1.

# Supplementary material for: Zrsr2 Is Essential for the Embryonic Development and Splicing of Minor Introns in RNA and Protein Processing Genes in Zebrafish
**Source:** Int J Mol Sci. 2022 Sep 14;23(18):10668. doi: 10.3390/ijms231810668

**Supplementary Figure S1. Alignment of human ZRSR2 with both isoforms of zebrafish Zrsr2.** Sequence alignment was performed using CLUSTALW in the MacVector software. Identical amino acids are shaded dark grey and similar amino acids are shaded light grey. Numbers on the left and right sides of each row represent the amino acid numbers in the protein sequence. The green boxes indicate the zinc finger domains, and the purple box indicates the RNA recognition motif.

**Supplementary Figure S2. RT-PCR data showing *zrsr2* expression at various stages of development.** Agarose gel images showing RT-PCR products with primers unique to isoform-201 (418 bp product), unique to isoform 204 (514 bp product), common to both isoforms (697 bp product) and loading control *actb2* (232 bp product) in WT embryos at various stages of development as marked across the top. Water was used as a no template control (NTC).

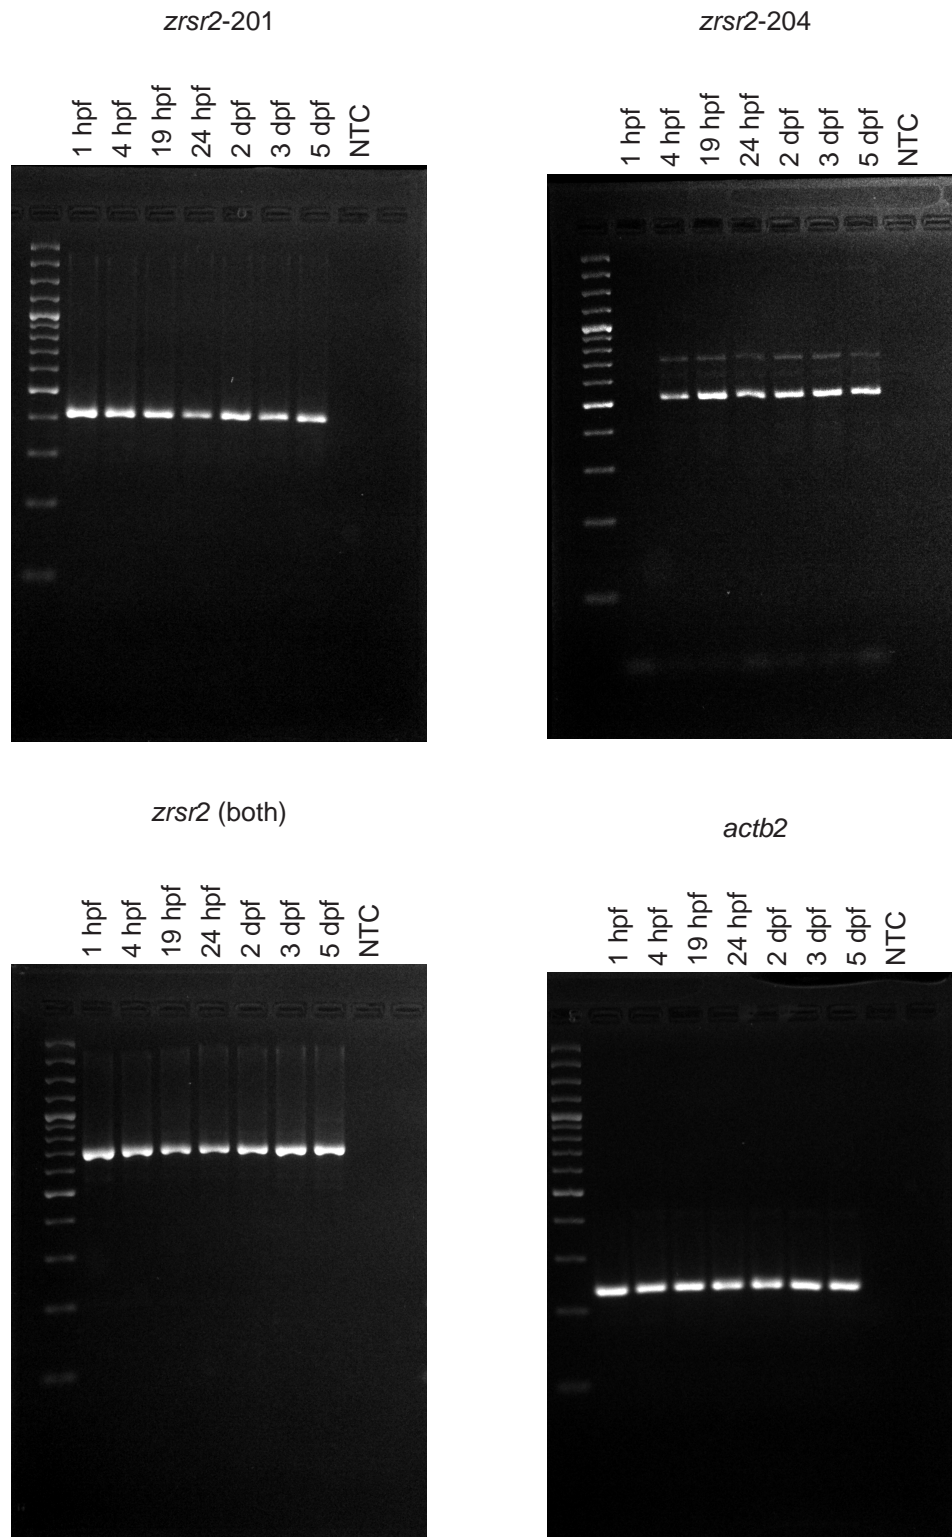

**Supplementary Figure S3. Expression of mutant allele and normal expression of markers of early embryonic development in *zrsr2*<sup>hg129/hg129</sup> embryos.** A) Sequence chromatograms showing the expression of the 11 bp deletion in cDNA from 5 dpf mutant embryos compared to the WT embryos. The black rectangle in WT sequence marks the nucleotides that are deleted in the mutant fish. B) WISH of *zrsr2*<sup>hg129/hg129</sup> (right panel) and control embryos (left panel) with *kdr1*, *myod1*, and *shh* at 24 hpf. Lateral views of embryos are shown in all images.

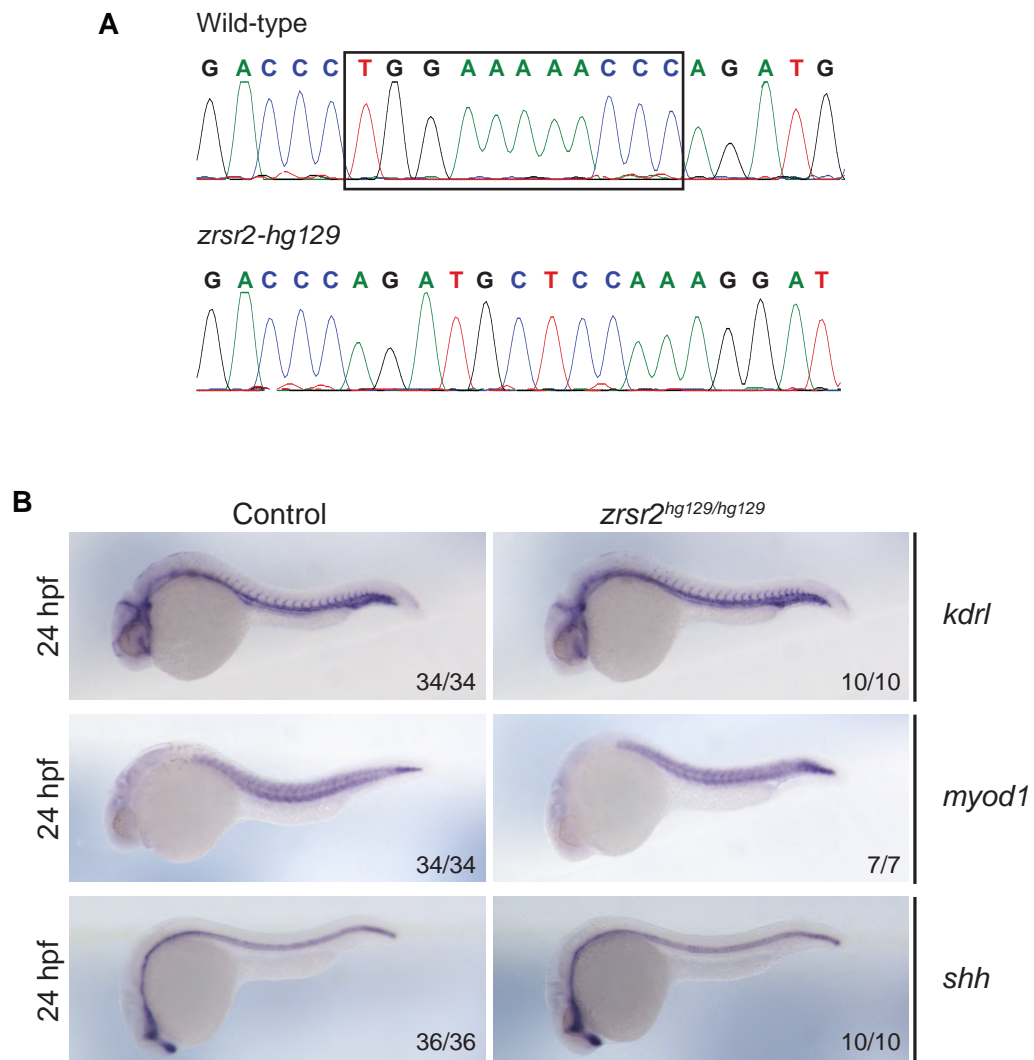

**Supplementary Figure S4. *zrsr2*<sup>hg129/hg129</sup> embryos display normal primitive hematopoiesis and mild anemia.** A-C) WISH of *zrsr2*<sup>hg129/hg129</sup> (right panel) and control embryos (left panel) with primitive hematopoietic markers, *gata1*, *scl*, *mpo*, and *i-plastin* at 14 hpf and 20 hpf (*gata1*), 14 hpf and 22 hpf (*scl*), and 24 hpf (*mpo* and *i-plastin*). D) Ventral views of the yolk sac region and lateral views of the tail of 2 dpf *zrsr2*<sup>hg129/hg129</sup> embryos (bottom panel) compared to their siblings (top panel) stained with o-dianisidine showing reduced red blood cells in the mutant embryos. E) Quantitative image analysis of all stained embryos, measured in mean pixel intensity, showing the significantly reduced o-dianisidine staining ( $p = 0.0015$ ) in *zrsr2*<sup>hg129/hg129</sup> embryos compared to their siblings. Horizontal bars indicate the mean and standard deviation of mean pixel intensity.

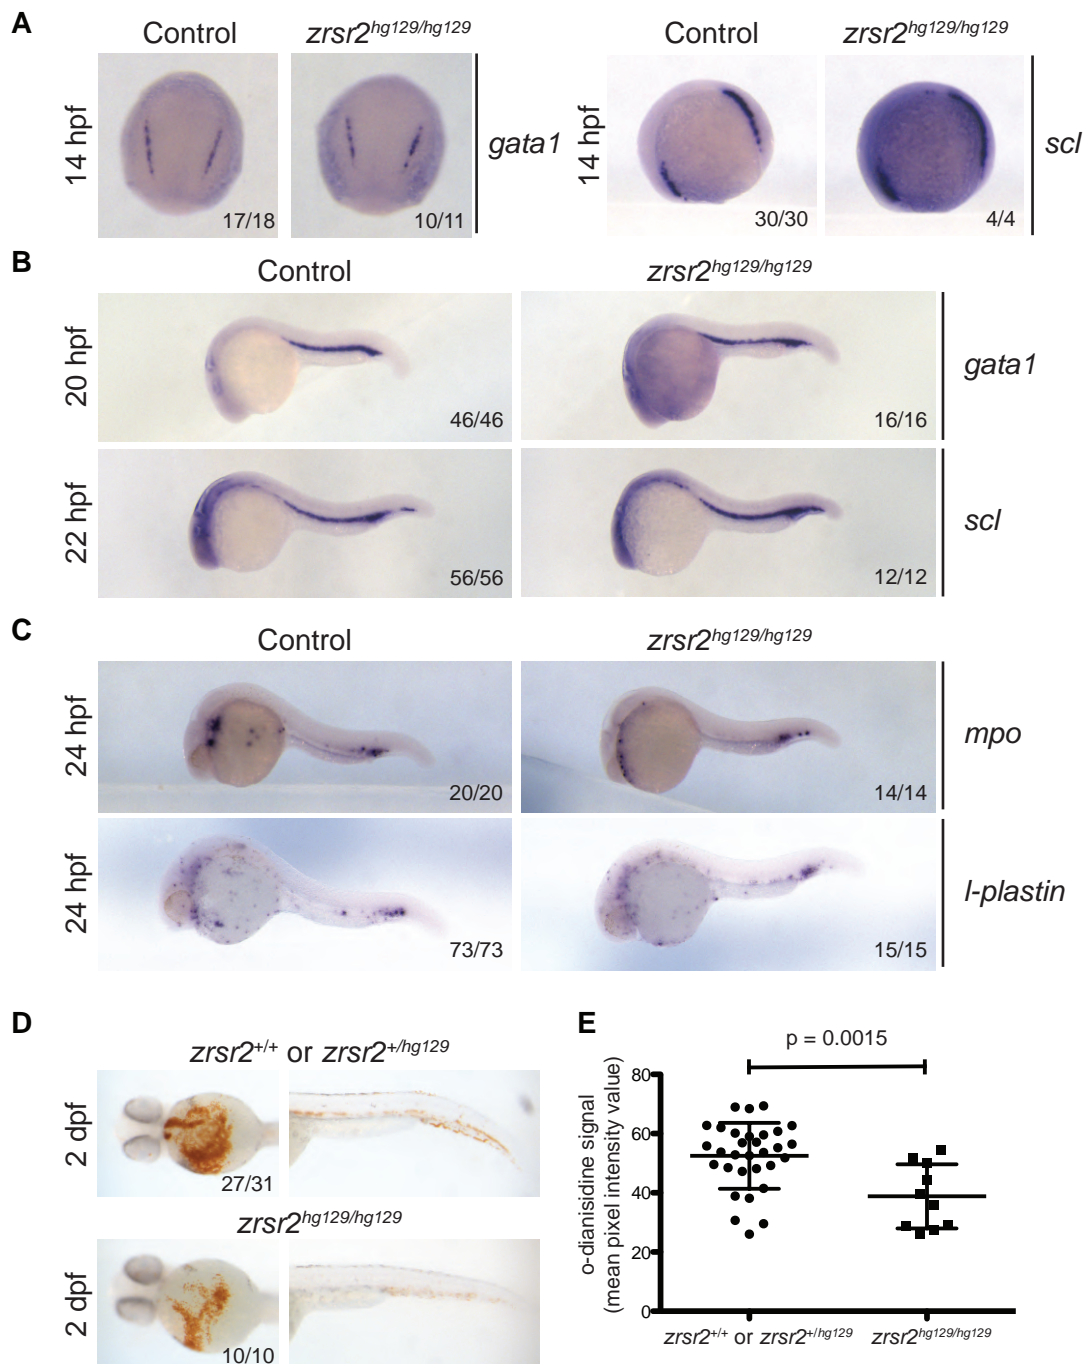

**Supplementary Figure S5. *zrsr2*<sup>hg129/hg129</sup> embryos display normal specification of HSCs and early definitive hematopoiesis.** WISH of *zrsr2*<sup>hg129/hg129</sup> (right panel) and control embryos (left panel) with HSC markers, *runx1* at 24 hpf and 36 hpf and *c-myb* at 2 dpf. Lateral views of embryos are shown in all images.

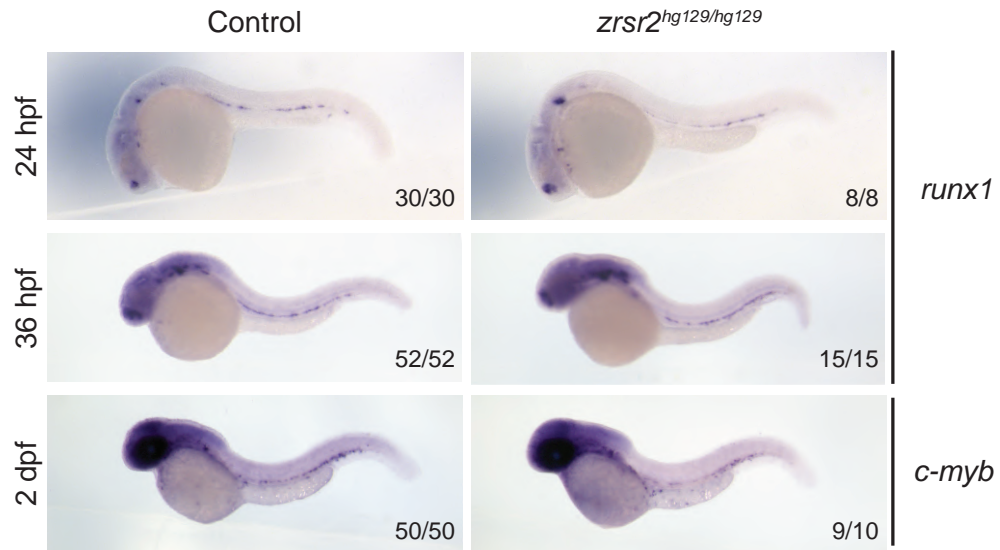

**Supplementary Figure S6: *zrsr2* crispants phenocopy the *zrsr2*<sup>hg129/hg129</sup> genetic mutant.** A) 5 dpf embryos injected with the sgRNAs targeting exon 7 (left panel) and exon 8 (right panel) depicting 3 classes of the morphological phenotypes based on the sgRNA activity. Class I: Lack of an inflated swim bladder; Class II: lack of an inflated swim bladder and defective jaw; Class III: lack of an inflated swim bladder, defective jaw and cardiac edema. Representative lateral view images of embryos for each class are shown with their corresponding CRISPR-STAT plots. Class I to III progressively presented an increased degree of sgRNA activity, shown by a reduction of the WT allele (red arrow) and presence of additional alleles with different indels. B) WISH with *c-myb* probe of exon 7 and exon 8 crispants at 3 dpf compared to uninjected control embryos. Lateral views of embryos are shown with purple arrows marking the CHT region showing reduced *c-myb* expression in the majority of crispant embryos.

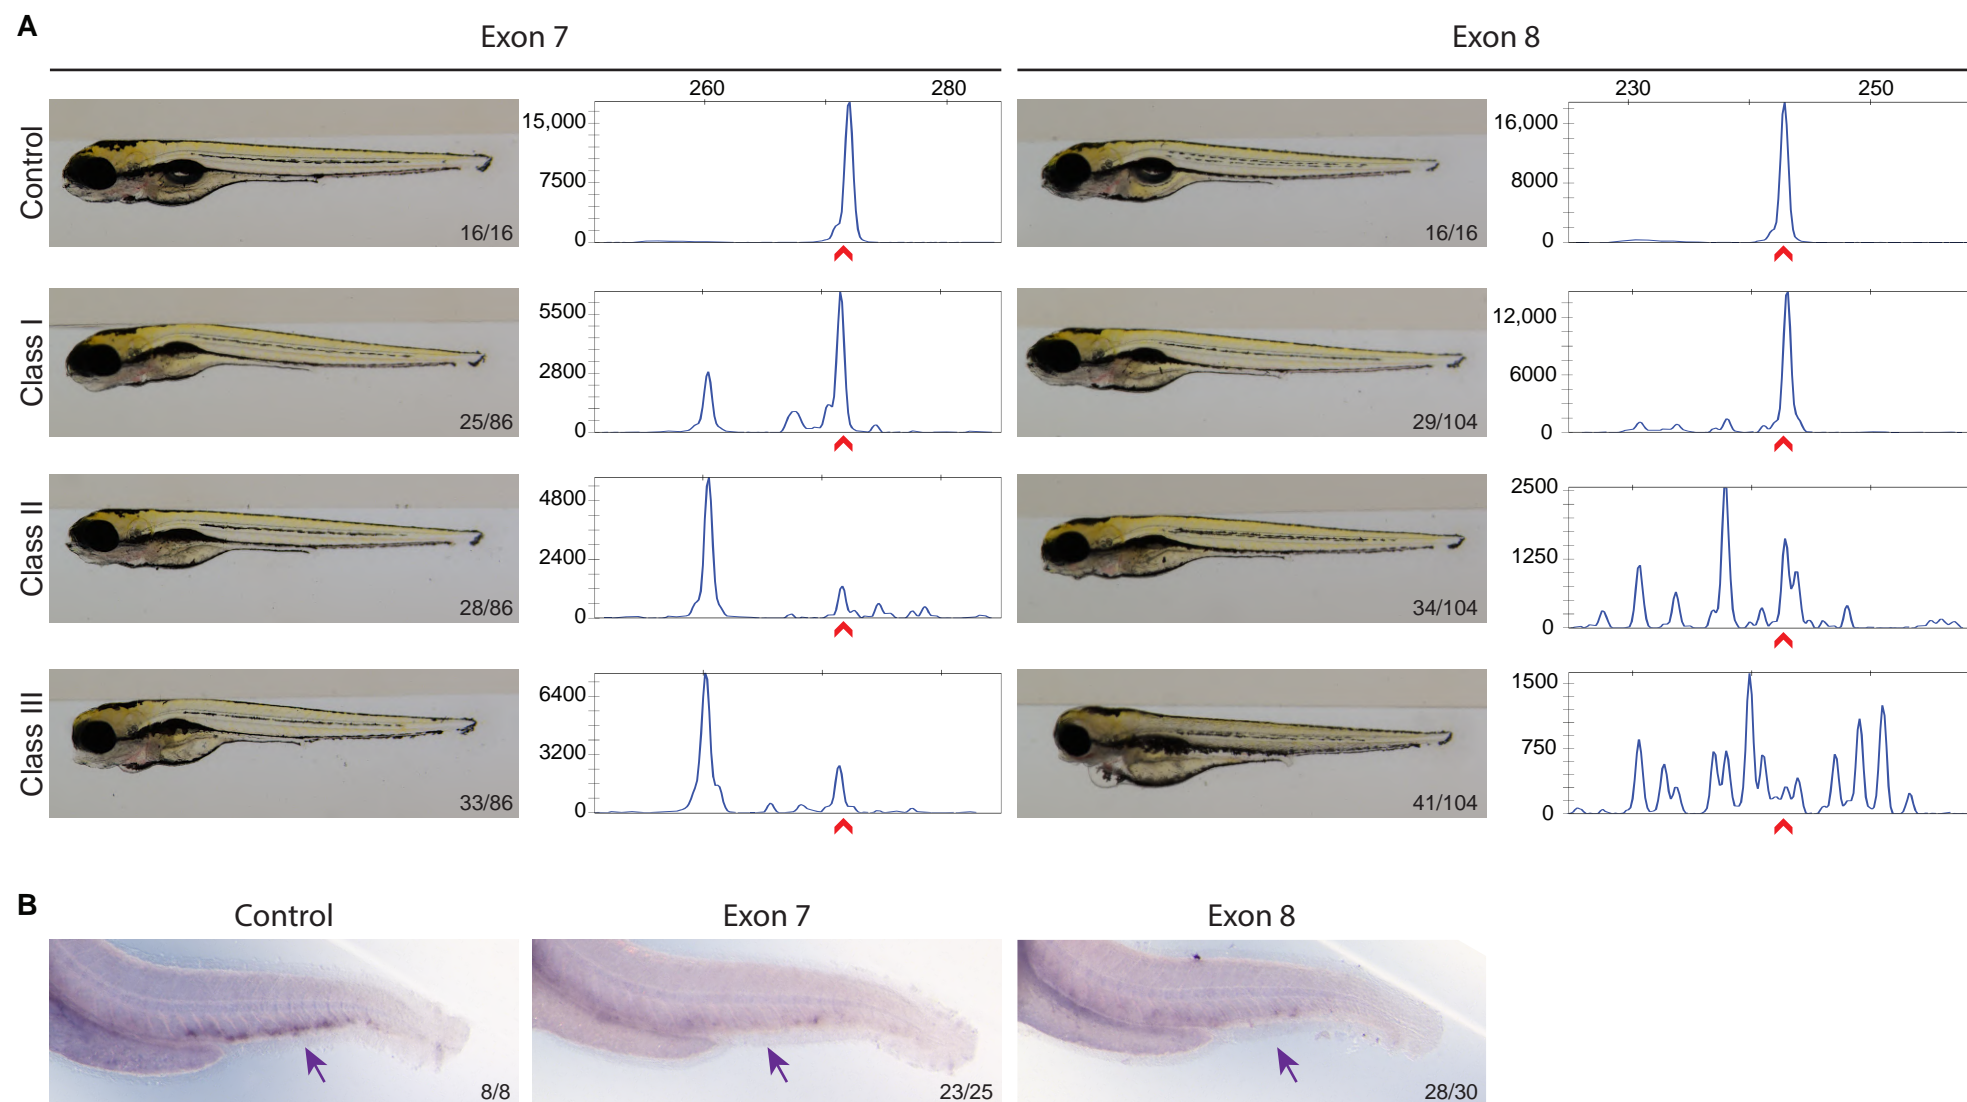

**Supplementary Figure S7. Analysis of RNA-Seq data for quality and expression of *zrsr2* isoforms.** A) Histogram of the distribution of raw read counts for the 3 WT and 3 *zrsr2*<sup>hg129/hg129</sup> samples. B) Percentages of genomic regions covered by the reads for each sample showing that majority of the reads lie within an exon. C) Expression of *zrsr2*-201 (left) and *zrsr2*-204 shown as fragments per kilobase of transcript per million mapped fragments (FPKM) on the Y-axis for each sample in WT (circle) and *zrsr2*<sup>hg129/hg129</sup> groups (triangle) on the X-axis. Red lines mark the average FPKM values within each group. (\*: pval< 0.05; ns: not significant)

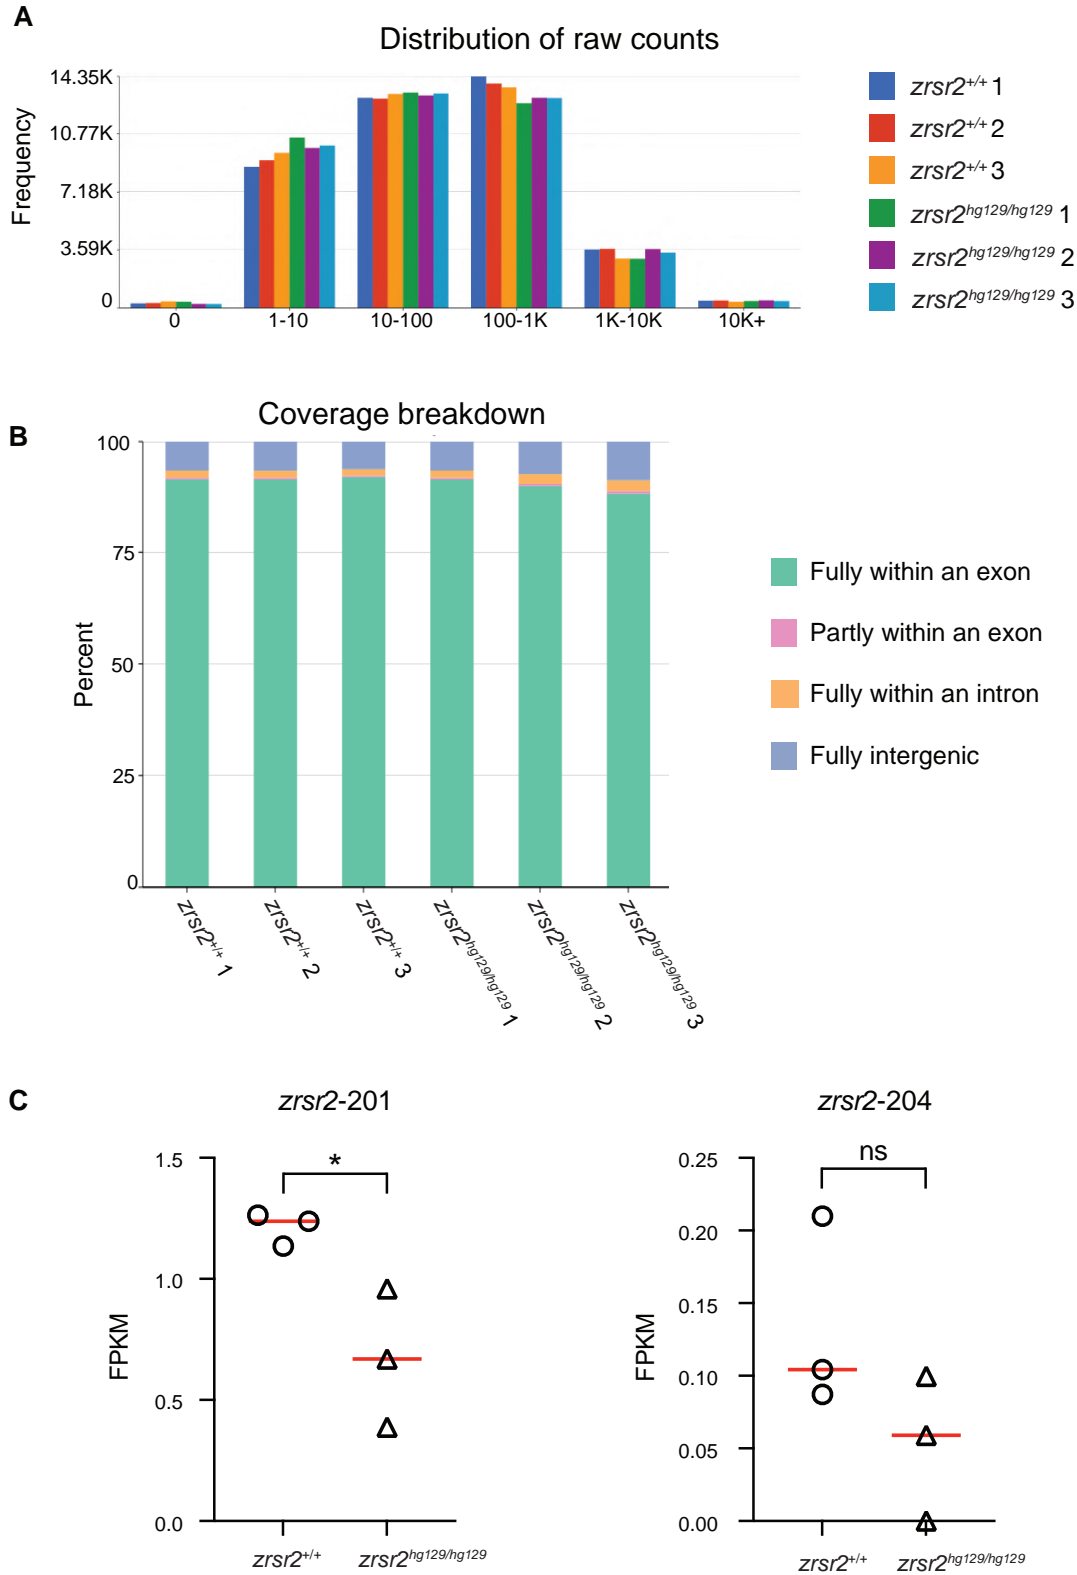

**Supplementary Figure S8. Comparison of sequence features between retained versus not-retained U12-type introns in *zrsr2* mutants.** Sequence features of 20 nucleotides from both ends of the intron sequences are shown as 5' splice site and 3' splice site in retained introns on the left and not-retained introns on the right side.

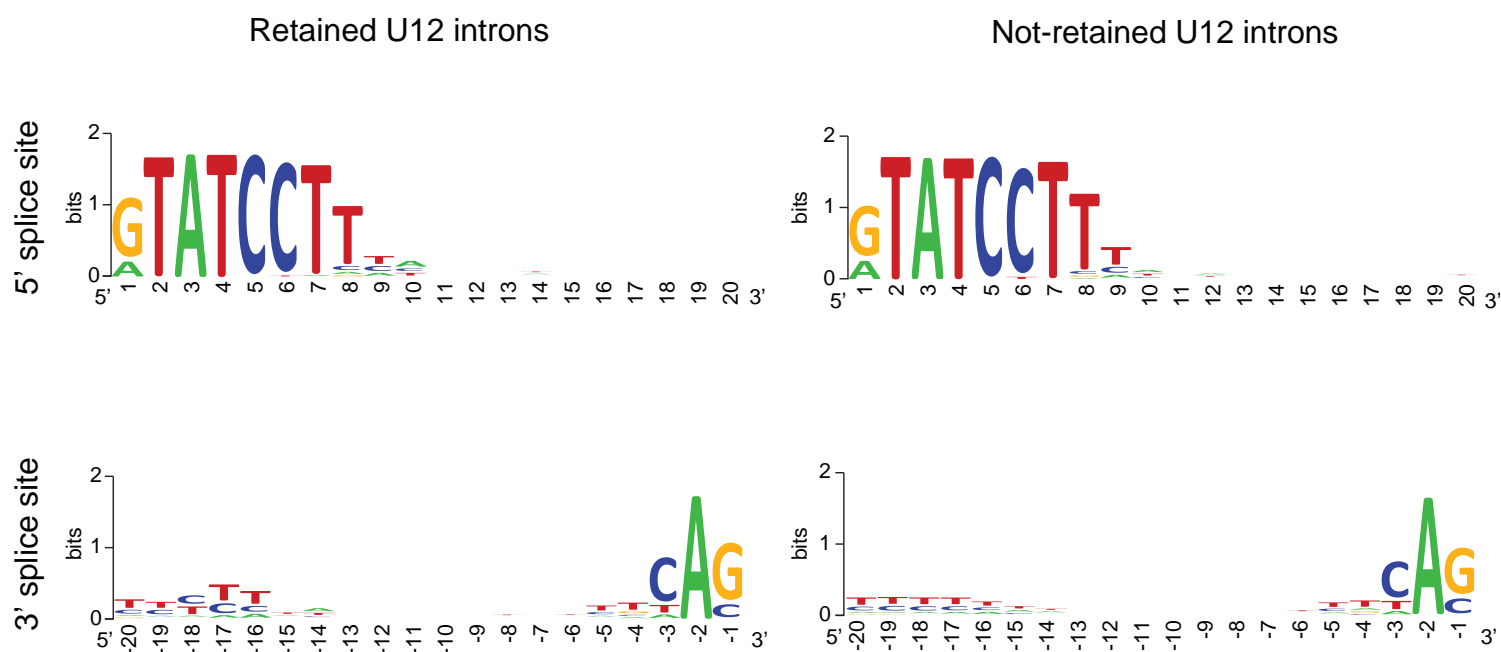

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

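The data are RNA-Seq of 6 pools of 10 zebrafish embryos each, at 3 dpf and without heads, 3 pools of WT embryos (clutches 12, 13 and 15) and 3 of *zrsr2 hg129/hg129* embryos (clutches 3, 4 and 7). Genotype and clutch were taken from the sample labels, which name the mutant pools by the heterozygous clutch they came from. The genotypes come from different clutches and crosses, and every WT pool had a higher RNA integrity number than every mutant pool, so none of these can be separated from the genotype.

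The authors filtered the reads, aligned them to GRCz11 with hisat2, sorted the alignments with sambamba and estimated transcripts with StringTie on Ensembl annotation. The FPKM values were deposited by the authors as StringTie computed them, with a correction for transcript length and the number of mapped fragments. The coverage values were deposited by the authors as the mean read depth over each transcript, with no scaling between samples. No read counts were used. Coverage times length gave 7.505 to 9.255 gigabases in WT pools (median 9.075) and 8.855 to 9.168 gigabases in mutant pools (median 9.024). The number of reads behind each FPKM is not known, so no counting error is given.

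The tables hold 31886 genes. The FPKM of a gene was the sum over the transcripts that carry its name. This definition was set before the data were examined. After they had been examined, a second definition was fitted first, in which 11613 unnamed transcripts were added to the named gene they overlap, and its fold changes were set beside the paper's Supplementary Table S3. The definition set beforehand was then restored as the main result, and the second is given as an alternative, as is a definition that sums whole loci.

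Values were scaled by median-of-ratios factors, transformed as log2(FPKM + 0.1) and compared for genes with a mean FPKM of at least 0.1 with limma 3.58.1 in R 4.3.3 (eBayes with a mean trend, Benjamini-Hochberg adjustment, no covariates). A call needed an adjusted p below 0.05 and an absolute log2 fold change of at least 1. Gene sets were compared with limma's camera at an inter-gene correlation of 0.01. Single values were compared with exact permutation tests, whose smallest p with 3 pools against 3 is 0.1. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

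The genes named follow a rule set beforehand. They are the genes the paper names, the 5 largest rises and falls among called genes with groups that do not overlap, the 5 largest rises and falls of Supplementary Table S3 and up to 6 called genes per gene set. Further genes of the hematopoietic list are named outside this rule, and other genes and introns named outside it are said to be so, apart from neighbours in a locus.

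Retained introns had been planned only for the case that an annotation with exon coordinates was at hand, which it was not. The comparison of transcript pairs is a substitute set after the data had been examined. A pair is 2 transcripts of a locus of which 1 has an exon fewer, with a length difference, once different ends are allowed for, equal to the size of an intron in Supplementary Table S4. Only 55 of 284 introns have such a pair. A transcript that belongs to 2 pairs can count on both sides, as in *usp10*, *ccnt2a*, *ssu72* and *zcchc8*. In *ssu72* and *ccnt2a*, a form that contains both listed introns is left out of the share of the U12-type intron, which understates that share.

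The test was checked on simulated data with the observed means and spread. Of 200 genes changed by 2 or 3 on the log2 scale, 178 were called, and of the others among 20018 genes 13 were called. The changed genes were drawn only from the more highly expressed genes, so this rate does not cover genes near 0.1 FPKM. For pairs of transcripts, 200 of 426 introns were changed, by a larger amount than the genes. Of these 132 were called, as were 3 unchanged ones. The data gave only 25 called introns. A larger share of changed introns makes the adjustment more lenient, so these rates need not hold for the data.

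Alternatives set before the data were examined were other pseudocounts (1 and 0.01), other filters (any FPKM above 0, a mean of at least 1), no scaling, limma-voom on reads estimated from coverage with a read length of 150 bases, robust eBayes, each pool left out in turn, a correlation between genes estimated by camera and other distances from *zrsr2*. Gene ontology terms, the list of all U12-type introns, reads inside introns, the lengths and sequences of introns that are not retained, and the in situ hybridization and quantitative PCR data were not analysed here. Of the 10 gene sets tested and adjusted for together, 1 is not reported here, nor are its genes.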

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

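All tests in this part were chosen after the result had been seen.

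The first result is a fall of genes of the exocrine pancreas, which the paper does not discuss. The set of 27 genes had a mean log2 fold change of -4.03, with 26 genes lower and 23 called, all 23 lower. In 24 of them the groups did not overlap, against 30.7% of all genes tested, where chance gives 10%. Besides *prss59.1*, *sycn.2* and *cpa1*, the called genes included *ctrl* (-4.83), *cpb1* (-4.36) and *cela1.4* (-4.06). Scaling between pools was tested by leaving it out, which gave a mean of -4.21. Reads moved between named and unnamed transcripts were tested by adding the latter, which gave -4.12. Uneven dissection of single pools was tested by the gap between the lowest WT and the highest mutant pool, which was 3.34 on the log2 scale, so no single pool makes the difference. Of the 10 splits of the 6 pools into 3 and 3, 1 gave a p of limma's camera as small, the real one (5.44e-29, with 5.38e-08 as the smallest of the others). With 10 splits the share cannot fall below 0.1, so this count alone cannot exclude an accident of which pools were grouped. The set means had an SD of only 0.285 between WT pools and 0.395 between mutant pools. Set beside the gap of 3.34, this spread argues against such an accident for this set. The genotypes also differ in clutch, cross and RNA integrity, and a difference in developmental stage between the clutches was not tested. A candidate explanation is that the exocrine pancreas develops late or poorly in mutants, a hypothesis from the same data that was not tested.

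The second result is 9 introns more retained in mutants among transcript pairs with the same ends that Supplementary Table S4 does not list, 6 of them in genes it lists for another intron and 3 in other loci. Another 3 unlisted introns were less retained. The excess depends on the pseudocount, with 11 more and 1 less retained at a pseudocount of 1 and 6 more and 6 less at 0.01. With 1 pool left out, 4 to 8 were more retained. In *ppp2r2ca*, an intron of 2009 bp was in 0.81%, 0.53% and 0.46% of transcripts in WT clutches 12, 13 and 15 and in 83.55%, 100% and 73.67% in mutant clutches 3, 4 and 7. Others were in *tnnt3b* (595 bp), *znf207b* (66 bp), *rpn2* (118 bp), a locus without a named gene (187 bp), *pdcd11* (247 bp), *ccnt2a* (827 bp and 205 bp) and *srpk1b* (325 bp), all named after their values had been seen. In 4 of the 9, those of *pdcd11*, *ccnt2a* and *srpk1b*, the intron-containing transcript is also one that contains a listed intron of the gene, so these 4 could be listed introns measured against a form with other splice sites. In *pdcd11* the listed intron has 244 bp, 3 bases fewer. In *srpk1b* both forms of the pair of 325 bp were at an FPKM of 0 in all WT pools, so its share in WT was not measured and its call rests on the pseudocount. More unspliced RNA in all mutant libraries was tested at pairs outside the genes of Supplementary Table S4, where the median change of the share was 0 percentage points over the 367 introns with a share in all 6 pools, with 24 of 380 introns at an unadjusted p below 0.05. Over all 426 pairs, 1 of the 10 splits gave as many changed introns, the real one (25, with 0 to 1 in the others). These 25 include 11 U12-type and 2 U2-type introns that Supplementary Table S4 lists as changed in these same samples. The splits were not counted for the unlisted introns alone, so they do not decide whether the unlisted pattern is an accident of grouping. With 10 splits such a count could not exclude it in any case. The intron type of the unlisted introns was not examined here, and no biological explanation was tested.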

How the results depend on the processing

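The alternatives with unnamed transcripts added and with whole loci were chosen after the data had been examined, as was the measure of retained introns and, for it, the choice to leave out pairs whose spliced form contains a listed intron (49.6 percentage points in place of 48.1). No paired analysis was possible because the clutches of the 2 genotypes were different clutches. For every changed result below, the cause was not tested.

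The number of differentially expressed genes, 560 (180 higher and 380 lower), was 280 (74 higher and 206 lower) with a pseudocount of 1 and 906 without scaling (774 lower). The number of higher genes was 105 with genes of a mean FPKM of at least 1 and 115 with limma-voom. With unnamed transcripts added it was 972 (368 higher and 604 lower) and with whole loci 1032 (455 higher and 577 lower). Across the 6 fits that each left out 1 pool, it was 92 to 512, with 29 to 190 higher and 62 to 322 lower. The number of genes of Supplementary Table S3 called with the sign given there, 455, was 248 with a pseudocount of 1, 847 with unnamed transcripts added and 71 to 328 with 1 pool left out.

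The number of called genes with a U12-type intron, 32, was 19 with a pseudocount of 1, 20 with limma-voom and 5 to 25 with 1 pool left out. The shift of genes with a retained U12-type intron, -0.14, passed 0.05 with a pseudocount of 1 (-0.16), genes of a mean FPKM of at least 1 (-0.29), limma-voom (-0.13), WT clutch 12 left out (-0.16) and mutant clutch 3 left out (-0.18), was -0.18 to -0.11 with 1 pool left out, and changed direction with unnamed transcripts added (0.10). The camera p of this set was 0.00216 to 0.284 over all alternatives.

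The number of gene sets that passed, 7 of 10, was 0 when camera estimated the correlation between genes, with 3 sets at an unadjusted p below 0.05, and 5 to 8 in the other alternatives. The number of called hematopoietic genes, 1, was 0 with a pseudocount of 1, with a pseudocount of 0.01, with any FPKM above 0 and with a mean FPKM of at least 1, where 8, 8, 8 and 4 genes of the list had an unadjusted p below 0.05. It was 4 without scaling, 4 with unnamed transcripts added and 0 to 1 with 1 pool left out.

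The odds ratio of calls near *zrsr2*, 1.14, was below 1 with a pseudocount of 1 (0.559), a pseudocount of 0.01 (0.737), any FPKM above 0 (0.742), a mean FPKM of at least 1 (0.344), limma-voom (0.807), unnamed transcripts added (0.913) and within 5 Mb (0.304), and was 0.304 to 1.56 with 1 pool left out. The share of genes of Supplementary Table S4 that are expressed, 85.6%, was 94.6% at a mean FPKM of at least 0.1, 81.3% at 1 or more in each WT pool and 99.2% with unnamed transcripts added.

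The fall of *zrsr2* and of its isoforms, the shift of transcript shares and the share of retained U12-type introns kept their direction in all alternatives run for them. The isoforms and the share of retained introns could not pass 0.05 in any of these, since the smallest p of the exact permutation test is 0.1.

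Among 61 named genes, 841 results were computed, of which 710 were the same, 116 weaker, 1 stronger and 14 in the other direction. Of the 41 named genes that were called, 15 were called in all alternatives set beforehand. Without scaling, the direction changed for *kdrl* (-0.10), *myod1* (-0.15), *shhb* (-0.041) and *hbae1.1* (-0.039), all of them above the median of all genes in that setting (-0.19). With unnamed transcripts added, it changed for *myod1* (-0.24), *mapk8a* (1.48), *mapk14a* (0.88) and *cebpz* (-0.016). With 1 pool left out, the log2 fold change was -0.44 to 0.44 for *myod1*, -0.11 to 0.55 for *hbae1.1*, -0.048 to 0.68 for *hbae1.3*, -0.83 to 0.46 for *mapk8a* and -1.32 to 0.13 for *mapk14a*. None of these genes was called in the main result.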

Differences from the paper's values

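The number of differentially expressed genes was 560 against the paper's 1372, and no alternative set before the data were examined closed the gap. With unnamed transcripts added it was 972 and with whole loci 1032, both within a factor of 1.5 of the paper's value and both chosen after seeing the values. The number of higher genes was 180 against the paper's 455. No alternative set beforehand closed this gap, while unnamed transcripts added (368) and whole loci (455, the paper's number) did, both chosen after seeing the values. The number of lower genes was 380 against the paper's 917, a gap that was closed without scaling (774) and by no other alternative. Of genes with a U12-type intron, 14 were called higher against the paper's 26. No alternative set beforehand closed this gap, and unnamed transcripts added (27) did, chosen after seeing the values. The total of 32 against the paper's 43 does not count as a difference, and with unnamed transcripts added, chosen after seeing the values, it was 43.

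The other differences are in log2 fold changes, with the paper's values from Supplementary Table S3. Whole loci, which can hold several genes, are not counted among the alternatives for single genes. For *prss59.1* (-7.86 against the paper's -6.83), *FO704721.2* (5.02 against the paper's 7.44), *cpa1* (-5.39 against the paper's -11.19), *sycn.3* (-3.34 against the paper's -10.11), *si:dkey-114l24.2* (-3.27 against the paper's -8.39), *aire* (3.55 against the paper's 9.41) and *mapk8a* (-0.21 against the paper's 1.72), no alternative closed the gap. The whole locus of *prss59.1*, which also holds *prss59.2*, had a log2 fold change of -6.91, close to the paper's value for *prss59.1*, an alternative chosen after seeing the values. *cpa1*, *sycn.3* and *si:dkey-114l24.2* had an FPKM of 0 in all mutant pools, and *FO704721.2*, *SNORA6* and *CT583728.3* in all WT pools, so that their values depend on the pseudocount and the gaps to the paper with them. Closed by both a pseudocount of 0.01 and limma-voom, and by no other alternative, were *ela2l* (-6.54 against the paper's -8.27), *CT863714.2* (5.41 against the paper's 5.89), *cela1.4* (-4.06 against the paper's -6.20), *slc15a1a* (-1.92 against the paper's -3.47), *cyp4v7* (-1.77 against the paper's -2.30), *cyp7a1* (-2.22 against the paper's -2.78) and *epor* (-1.58 against the paper's -2.16). Closed by a pseudocount of 0.01 alone were *SNORA6* (5.35 against the paper's 8.33) and *CT583728.3* (4.74 against the paper's 7.74). Closed by limma-voom alone were *sycn.2* (-6.03 against the paper's -9.02), *mt-nd4* (8.15 against the paper's 13.69) and *cebpz* (3.06 against the paper's 7.87). Closed by a pseudocount of 0.01, no scaling and limma-voom were *slc5a6a* (-1.63 against the paper's -2.03) and *slc25a29* (-1.22 against the paper's -1.55), the latter also without WT clutch 15. For *slco1d1* (-1.10 against the paper's -1.30), the gap was closed by a mean FPKM of at least 1, by no scaling, without WT clutch 13, without mutant clutch 3 and without mutant clutch 7, and by unnamed transcripts added, chosen after seeing the values. For *apoda.2* (-2.59 against the paper's -3.86), no alternative set beforehand closed the gap, and unnamed transcripts added did, chosen after seeing the values.

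Some named genes of Supplementary Table S3 were not called. *csf3r* was called without scaling, with limma-voom and with unnamed transcripts added. *gfi1aa* was called without scaling and with unnamed transcripts added. *c6ast4* and *mapk8a* were called with unnamed transcripts added, which in all these cases was chosen after seeing the values. *mt-nd4* was called without mutant clutch 3. *cebpz* and *rag2* were called in 0 of the settings.

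The paper describes both isoforms of *zrsr2* as reduced. For *zrsr2*-204, which Supplementary Figure S7C marks as not significant, the mean was lower and the groups overlapped (exact permutation test, two-sided, p = 0.2). The same figure marks *zrsr2*-201 as significant, and the exact permutation test gave p = 0.1, the smallest it can give. The means of *zrsr2*-201 were 1.21 in WT and 0.672 in mutants, and the medians were 1.24 and 0.669. The lines in Supplementary Figure S7C, which its legend calls averages, lie at about 1.2 and about 0.67, read by eye. This reading is too coarse to tell means from medians.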

Other observations

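The test of calls near *zrsr2* and the count of splits for the number of differentially expressed genes were set before the result was seen, and all other tests in this part were chosen after it.

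Homozygous mutants share the haplotype around the mutation, so genes linked to *zrsr2* could differ by strain. Within 10 Mb of *zrsr2* on chromosome 11, 8 of 253 genes tested were called (3.16%), against 552 of 19765 others (2.79%), with an odds ratio of 1.14 (Fisher's exact test, two-sided, p = 0.699). The calls are not concentrated near the gene, and the direction of this comparison changes between alternatives.

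Of the 10 splits of the 6 pools into 3 and 3, the real one included, 1 gave as many differentially expressed genes, the other 9 giving 0 to 4 calls and 374 to 1262 genes at an unadjusted p below 0.05, against 4609 in the real split. As many called genes with a U12-type intron came from 1 split (32, with 0 to 1 in the others), as many gene sets from 1 split (7, with 1 to 6 in the others, so this count sets the real split little apart) and as many called hematopoietic genes from 1 split (1, with 0 in the others). For the shift of genes with a retained U12-type intron, 2 splits gave a camera p as small, the other being WT clutch 12 with mutant clutches 4 and 7 (p of limma's camera 0.00152). With 10 splits the share cannot fall below 0.1, so these counts alone cannot exclude an accident of grouping.

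Named transcripts of genes with a retained U12-type intron were lower on average, and with reads of unnamed transcripts added the mean log2 fold change was 0.10. Reads moved from named to unnamed transcripts that keep the intron are therefore a candidate explanation for the lower mean.

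Reads apportioned between overlapping transcripts may account for 2 of the largest rises in the paper's Supplementary Table S3. For *mt-nd4*, the log2 fold change of the whole locus was 0.48. The FPKM of *mt-nd4* was below 0.04 in all WT pools and mutant clutch 3 but 684 and 485 in mutant clutches 4 and 7, while *mt-nd4l*, whose transcript contains it, was between 661 and 1158 in all 6 pools. For *cebpz*, the log2 fold change of the whole locus was -0.062. Its named transcript had an FPKM of 10.8 in mutant clutch 4, where the unnamed transcript of the locus was at 0, and at most 0.423 in the other pools, where the unnamed transcript was at 9.17 to 12.5.

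Of other genes whose expression the paper examines in embryos, *kdrl* had a log2 fold change of 0.13, *myod1* of 0.08, *shhb* of 0.17 and *shha* of 0.68 (adjusted p = 0.0481 from limma, 0.0261 to 0.151 over the alternatives, higher in 3 of 3 mutant pools), and none of these was called. The first 3 were below 0 without scaling.

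Across 34 U12-type introns, which are not independent replicates, the change of the share of intron-containing transcripts had a Spearman's rho of 0.672 with the change the paper's Supplementary Table S4 gives, and of -0.213 with the log10 size of the intron.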
